# Ecological interactions among *Saccharomyces cerevisiae* strains: insight into the dominance phenomenon

**DOI:** 10.1038/srep43603

**Published:** 2017-03-07

**Authors:** Roberto Pérez-Torrado, Kalliopi Rantsiou, Benedeta Perrone, Elisabeth Navarro-Tapia, Amparo Querol, Luca Cocolin

## Abstract

This study investigates the behaviour of *Saccharomyces cerevisiae* strains, in order to obtain insight into the intraspecies competition taking place in mixed populations of this species. Two strains of *S. cerevisiae,* one dominant and one non-dominant, were labelled and mixed, and individual fermentations were set up to study the transcriptomes of the strains by means of RNA-seq. The results obtained suggest that cell-to-cell contact and aggregation, which are driven by the expression of genes that are associated with the cell surface, are indispensable conditions for the achievement of dominance. Observations on mixed aggregates, made up of cells of both strains, which were detected by means of flow cytometry, have confirmed the transcriptomic data. Furthermore, overexpression of the *SSU1* gene, which encodes for a transporter that confers resistance to sulphites, provides an ecological advantage to the dominant strain. A mechanistic model is proposed that sheds light on the dominance phenomenon between different strains of the *S. cerevisiae* species. The collected data suggest that cell-to-cell contact, together with differential sulphite production and resistance is important in determining the dominance of one strain over another.

Intra-species dominance can be defined as the phenomenon that is observed in mixed microbial populations when one individual (strain) is outnumbered by another (belonging to the same species). This is a phenomenon often observed in alcoholic fermentations for the production of wine; at the beginning of the fermentation, mixed populations, composed of more than one strain of *S. cerevisiae,* are present in the must. By the end of the fermentation, a limited number of strains, not uncommonly a single one, are detected. This observation cannot be solely attributed to competition (for nutrients, space) or differences in fitness (resistance to ethanol or other metabolites, differences in growth rate) since such mechanisms do not fully explain the dominance observed. Dominance can also be observed in populations composed of different species. Yeast inter-species dominance is well documented in fermenting musts and possible mechanisms responsible for it have been proposed^1^. In alcoholic fermentations, *S. cerevisiae* yeast can dominate over other non-*Saccharomyces* species^2^. *S. cerevisiae* is able to generate compounds that are toxic to other cells, such as ethanol and SO_2_ as well as antimicrobial molecules, such as GAPDH-derived peptides^3^,^4^,^5^,^6^. In the wine fermentation environment, the production of SO_2_ and the resistance to it, are of particular relevance, and the addition of exogenous SO_2_ is common practice in winemaking to help eliminate undesired autochthonous yeasts. In addition, physical contact between different species has been shown to play an important role in dominance^7^,^8^,^9^. For example, the death of *Lachanchea thermotolerans,* which competes with *S. cerevisiae,* has been found to depend on cell-to-cell contact, and on an unknown antimicrobial peptide^9^. Finally, other physical interactions, involved in dominance of *S. cerevisiae*, have been described in co-cultures with *Kluyveromyces thermotolerans* or *Torulaspora delbrueckii*^7^. In contrast, knowledge regarding intra-species dominance is rather limited and no hypothesis has been put forward that could explain it.

In a previous study, we have investigated the intra- *S. cerevisiae* dominance phenomenon on a collection of well-characterized strains possessing interesting enological features^10^. In that study we identified one strain that was able to dominate, and a second one that in co-culture with other strains repeatedly failed to dominate. Moreover, it was shown that physical contact between the strains was a prerequisite to observe dominance^10^.

The goal of this paper is to further investigate the dominance within the species of *S. cerevisiae* in order to propose a mechanistic model that explains the phenomenon. Our hypothesis is that differences in gene expression between a dominant and a non-dominant strain would identify key genes involved in the process of dominance and could indicate the molecular mechanism underlying such process. Therefore we sought to study and compare the whole transcriptome of a dominant and a non-dominant *S. cerevisiae* strain in single and mixed culture. Furthermore, flow cytometry was employed to elucidate the role of cell to cell contact on dominance.

## Results

### Dominant and non-dominant population growth in natural must

The growth and dominance of *S. cerevisiae*, which had previously been observed in mixed cultures^10^, were studied in microtiter plates. For this purpose, the dominant and non-dominant strains were fluorescently labelled. Possible effects of the labelling on the fitness of the two strains were excluded since no significant differences (*p* < 0.05) were observed in the specific growth rate or lag phase between labelled and wild type strains (results not shown). The growth of each strain was then observed in pure and mixed cultures. As can be seen in Fig. 1B, strain 11 (non-dominant) was affected to a great extent by the presence of strain 12 (dominant). The final fluorescent intensity reached by this strain in the mixed fermentation was significantly lower (tested at a significance level of *p* < 0.005) than that of the pure strain 11 culture. No significant differences were observed between the final fluorescent intensity that was reached in the single and mixed cultures of strain 12.

### Transcriptome analysis in single and mixed cultures in natural must

In order to explain the observed dominance phenomenon, a study was performed on changes in the two strains, at a transcriptomic level, on mixed and single cultures of fluorescently labelled strains in natural grape must. 

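The mRNA of strain 12 (dominant) and strain 11 (non-dominant) was sequenced in single and in mixed cultures in Nebbiolo must, each strain carrying a fluorescent protein that allowed it to be sorted from the other. The 36 libraries form 12 groups of strain, culture and sampling time (12, 20 and 30 h), with 3 replicate libraries per group. The sorted cells gave little RNA, which was amplified before sequencing on a SOLiD instrument. The authors aligned the reads to the Saccer2 genome and deposited, for each library, the number of reads counted on each gene and each exon and the RPKM (reads per kilobase of gene and M reads counted on exons). The exon table names LifeScope as its source. Its version, the mapping quality required and the use of strand in counting are not given in the sources used here. The paper reports 78 M reads per strain as its own value, while the deposited counts sum to 2.95 M reads on exons over the 18 libraries of strain 11 and 2.88 M over the 18 of strain 12. The values given here use the deposited counts.
The depth was 35400 to 530376 reads on genes per library, with a median of 125756.5. In single culture, strain 11 had 260491 to 530376 reads per library at 12 h (median 300377), 59809 to 85804 at 20 h (median 62864) and 66068 to 140459 at 30 h (median 82785). In mixed culture it had 140239 to 454931 (median 205804), 67295 to 120796 (median 88134) and 86139 to 128394 (median 98547) at the same times. Strain 12 had 133279 to 510455 (median 172954), 35400 to 96123 (median 89724) and 67289 to 96698 reads (median 74126) in single culture. In mixed culture it had 148542 to 241419 (median 218761), 123119 to 341452 (median 227200) and 52267 to 145780 reads (median 131674). The median gene had between 1 and 19 reads per library. The 10 most abundant genes took 7.39 to 13.6% of the reads of a library. The replicate libraries of each group differed by more than the sampling noise in all 36 pairs (chi-square test over genes, chi-square per degree of freedom 2.01 to 10.8, largest p 1.7e-213). No library was therefore counted as a resequenced copy of another. The test weighs counting noise only, so it cannot exclude libraries amplified separately from one RNA sample.

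**Figure D1:**
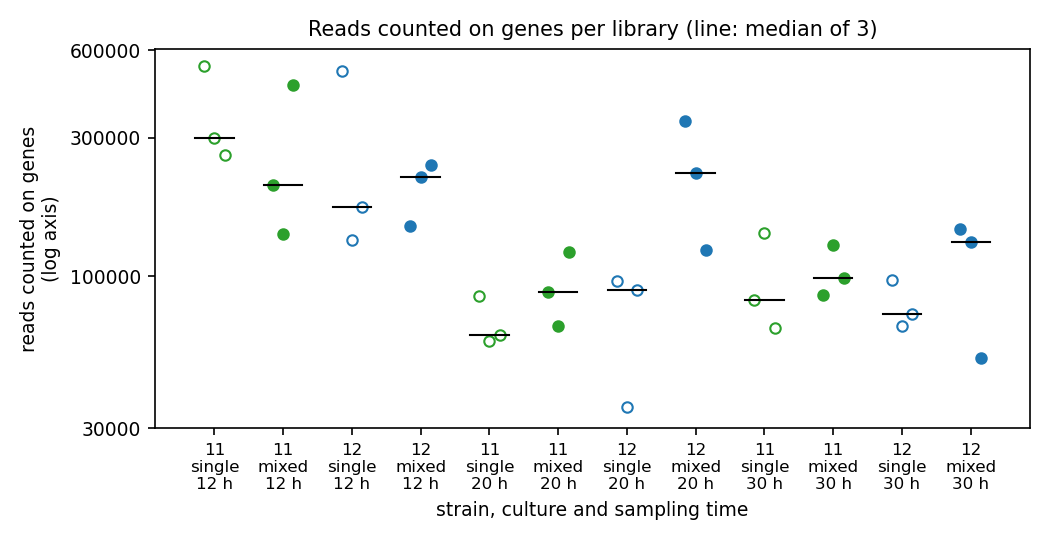
Reads counted on genes per library, for each of the 12 groups of strain, culture and time. Each point is 1 library (strain 11 green, strain 12 blue, open for single and filled for mixed culture) and each line is the median of 3 libraries, which at 12 h lies at 300377 reads for strain 11 in single culture and at 20 h at 62864.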

The cultures were sampled at three different times, which are indicated with arrows in Fig. 1B. The different sampling times were chosen to represent different phases in the strain population dynamics: when both strains were present (12 h), when dominant strain 12 started to outstrip non-dominant strain 11 (20 h) and when the non-dominant strain was difficult to detect by means of molecular methods (30 h)^10^. 

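The share of the other strain's RNA in a sorted fraction was estimated from strain markers, genes with reads in every single-culture library of one strain and at most 1 per 50 of that level in every single-culture library of the other. For strain 11 these were 3 retrotransposon genes (YLR227W-B, YNL284C-B and YNL284C-A), without any read in the single cultures of strain 12. In the 3 mixed-culture libraries of strain 12 these genes had 0, 0 and 4 reads at 12 h, 6, 2 and 3 at 20 h, and 2, 0 and 2 at 30 h. Against their level in the single cultures of strain 11, the median of the 3 genes corresponded to 0 to 8.94% of strain 11 RNA at 12 h, 4.09 to 9.08% at 20 h and 0 to 18.6% at 30 h. Against the lower level of the 3 genes together in the mixed cultures of strain 11, the shares were 18.5, 9.29 and 26.3% at 20 h and 17.5, 0 and 49.3% at 30 h. Against the level in the single cultures, a library without a marker read still allows a share of up to 10.3% or 6.65% (replicates 1 and 2 at 12 h) and 10.3% (replicate 2 at 30 h). Against a lower level these limits are higher. These limits and all counting intervals given here cover counting error only. No gene met the same limit as a marker of strain 12. At a limit of 1 per 20, SSU1 was the only one, and its level in the sorted strain 11 libraries of the mixed cultures was 6.36 to 8.80% of that of strain 12 in single culture at 12 h, 4.45 to 17.1% at 20 h and 5.18 to 28.9% at 30 h, against 0 to 2.48% in the single cultures of strain 11. By mean CPM, a rule chosen after the data were seen, SSU1 and YHB1 were markers of strain 12. In the sorted strain 11 libraries of the mixed cultures they gave 7.23 to 10.3% at 12 h, 8.77 to 19.2% at 20 h and 9.49 to 26.2% at 30 h. In the single cultures of strain 11 they gave up to 1.46, 5.88 and 7.21%. With so few markers, the purity of the strain 11 fraction was not measurable apart from the expression of these genes themselves.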

The strains were separated at each sampling time by means of flow cytometry, and their RNA was extracted and sequenced. The raw sequencing data were analysed, as described in the materials and methods section, and two different comparisons were then performed.

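From the deposited counts, differential expression was tested with edgeR's quasi-likelihood test in 1 model over all 36 libraries with a coefficient for each of the 12 groups. Low counts were filtered with filterByExpr, which kept 3670 of the 6717 genes, and the library sizes were scaled with TMM factors of 0.888 to 1.08. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05, without a limit on the fold change. Levels are given in CPM (counts per M reads after TMM scaling) as mean ± SD over the 3 libraries of a group. A positive log2 fold change means higher in the mixed than in the single culture or, between strains, higher in strain 12. In counts simulated from these libraries, 200 genes were changed by 1, 1.5 or 2 on the log2 scale, up or down. For strain 11 between cultures edgeR's test recovered 49% of them at 12 h (3465 genes), 33% at 20 h (3481 genes) and 34.5% at 30 h (3472 genes), without a wrong sign. At 12 h it recovered 21.4% of the changes of 1 and 73.2% of those of 2, and at 20 h 12.5% and 64.7%. For strain 12 it recovered 49.5% (3486 genes), 42% (3479 genes) and 36% (3495 genes). Coordinates are those of the deposited tables (Saccer2). These list coding sequences, and 1339 of the genes (19.9%) overlap another gene, with which they can share reads where counting ignores strand.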

#### Monoculture vs mixed culture comparison

Each single strain culture was compared with the mixed culture at each time (Fig. 2, panels A and B); both up and downregulated genes were considered in each case. This comparison revealed that the non-dominant strain altered a high number of genes (330), due to the competitive condition, whereas the dominant strain was altered much less, and only 32 genes changed expression, some of the changes being related to alcoholic fermentation. Furthermore, the modified expression profile of the non-dominant strain was mainly observed at the first time-point considered (304 genes with modified expression at 12 hours), while a rather limited number of genes showed any modification in the expression for the subsequent time-points (50 genes at 20 hours and 45 genes at 30 hours). 

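Over the 3 times, 472 genes were differentially expressed between the mixed and the single culture in strain 11 and 140 in strain 12, 62 of them in both strains. Over the alternatives the totals ranged from 314 (limma on log2(RPKM + 0.1)) to 678 genes (edgeR on the 6 libraries of each comparison) in strain 11 and from 80 (limma on log2(RPKM + 0.1)) to 229 (DESeq2) in strain 12. With each library left out in turn, the total lay between 345 (without replicate 1 of the mixed culture at 12 h) and 504 genes in strain 11, and between 77 (without replicate 1 of the mixed culture at 12 h) and 168 in strain 12. When the libraries of both strains were thinned to the same number of reads within each time, strain 11 kept the higher count in each of 10 draws. At 12 h it had 238 to 269 genes against 61 to 83 in strain 12, at 20 h 75 to 103 against 9 to 29, and at 30 h 88 to 101 against 1 to 7.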

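In strain 11, 316 genes were differentially expressed at 12 h, 183 at 20 h and 140 at 30 h. Of these, 221 were found only at 12 h, 75 only at 20 h and 50 only at 30 h. The 12 h libraries were also the deepest, with a median of 230090 reads over both strains and cultures against 88929 at 20 h and 91418.5 at 30 h. Each thinned to 76549.5 reads, the median depth of the 6 libraries of strain 11 at 20 h (59809 to 120796 reads), the 12 h libraries gave 171 to 202 genes in 10 draws (median 184.5), a range that includes the 183 genes of 20 h. Each thinned to 92343 reads, the median at 30 h, they gave 195 to 224 genes, above the 140 of 30 h in every draw. With each 12 h library thinned to the depth of a library of the later time, by rank within its culture, a test chosen after these values were seen, they gave 168 to 205 genes at the depths of 20 h and 183 to 226 at those of 30 h. When the response itself was compared between times, 97 genes responded differently at 12 and 20 h and 90 at 12 and 30 h (edgeR, interaction contrasts, adjusted p of at most 0.05). The count at 12 h was 175 without replicate 1 and 197 without replicate 2 of the mixed culture, and 207 without replicate 1 of the single culture. The 20 h count was 90 and 104 without replicates 3 and 1 of the mixed culture and 95 without replicate 3 of the single culture. The 30 h count was 33 without replicate 2 of the mixed culture and 82 without replicate 2 of the single culture. Among the 316, 183 and 140 genes, the 3 libraries of one culture all lay beyond the 3 of the other for 311, 174 and 131. Over all genes tested this held for 31.3%, 22.3% and 18.8%, where chance gives 10%.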

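In strain 12, 95 genes were differentially expressed between the mixed and the single culture at 12 h (59 higher in the mixed culture, 36 lower), 47 at 20 h (26 higher, 21 lower) and 8 at 30 h. The 8 genes at 30 h were INO1, YOR385W, CIT2, YPS1, NCW2, CHS1, NCE103 and THI22. Of the genes at 12, 20 and 30 h, 28, 21 and 7 also changed in the non-dominant strain at the same time and in the same direction. Cells of that strain in the sorted fraction could thus add to these counts. Whether they did was examined only for NCW2 and for the pathway targets of Table 1, at 20 and 30 h. At an unadjusted p under 0.05 in edgeR's test there were 564, 504 and 281 genes. DESeq2 gave 121, 116 and 8 genes. The balance of directions depended on the test: at 20 h DESeq2 gave 41 genes higher and 75 lower and edgeR on the 6 libraries 47 and 76, whereas limma gave 60 and 5 on log2(RPKM + 1) and 43 and 5 on log2(RPKM + 0.1). At 12 h a correction for GC content and coding length, chosen after the data were seen, gave 49 higher and 53 lower. These counts rest on few libraries. The 12 h count was 31 and 54 without replicates 1 and 3 of the mixed culture and 43 without replicate 2 of the single culture. Of the 47 genes at 20 h, the count was 12, 15 and 19 without replicates 1, 2 and 3 of the single culture and 18 and 6 without replicates 1 and 2 of the mixed culture. For 30 h the count was 3, 4 and 5 without replicates 1, 2 and 3 of the single culture and 1, 13 and 16 without those of the mixed culture. The largest rise among genes with at least 50 reads per library on average was RPA135 at 12 h (XVI, 577582 to 581193, a subunit of RNA polymerase I), with 130 ± 44.4 CPM in the single and 590 ± 190 in the mixed culture (log2 fold change 2.11, adjusted p = 0.000183 from edgeR's test). At 20 and 30 h it was NCW2 (XII, 540811 to 541575, a GPI-anchored protein of cell wall remodelling), with log2 fold changes of 5.80 and 4.29 (adjusted p = 4.2e-08 and 2.3e-05, edgeR). At 30 h the NCW2 change was lost in limma on log2(RPKM + 1) and log2(RPKM + 0.1), with adjusted p = 0.0734 and 0.268. The largest falls were ARO9 at 12 h, with 3 reads in the mixed against 529 in the single cultures (ratio 125, 95% counting interval 42.5 to 607), and PRC1 at 20 h, which fell by 1.61 on the log2 scale (adjusted p = 0.00862, edgeR).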

The dominant strain presented modified expression of 8 genes at 12 hours, 17 genes at 20 hours and 16 genes at 30 hours. In the non-dominant strain (Fig. 2A), a total of 22 genes were affected at all time-points considered, and these changes were related to cell-wall biogenesis. These genes were upregulated in the mixed culture compared to the single culture. 

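At all 3 times, 41 genes were differentially expressed in strain 11, 40 of them higher in the mixed culture and 1 (MNN4) lower. Without replicate 2 of the mixed culture at 30 h there were 22. By the descriptions in the R64 annotation, 173 genes belong to the cell wall, of which 137 passed the filter. Of the 41 genes, 7 were cell wall genes (HSP150, PST1, BAG7, YPS1, YPS3, NCW2 and PUN1), where 1.53 would fall there by chance among the 3670 genes tested (Fisher's exact test, one-sided, p = 0.000672). Among the 126 genes found at 2 or more times, 12 were cell wall genes against 4.70 by chance (Fisher's exact test, one-sided, p = 0.00228). As a whole, the 137 cell wall genes did not move in one direction in strain 11 (camera set test with Benjamini-Hochberg adjustment over 48 tests, adjusted p = 0.446, 0.391 and 0.956 at 12, 20 and 30 h). The largest rises in strain 11 were INO1 at 12 h (X, 134329 to 135930, inositol-3-phosphate synthase), from 12.3 ± 11.0 to 619 ± 76.5 CPM (log2 fold change 5.60, adjusted p = 2.2e-13 from edgeR's test), and NCW2, with 5.38 at 20 h and 4.92 at 30 h (adjusted p = 2.7e-09 and 3.0e-09, edgeR). The largest falls were ARO9 at 12 h, DAL5 at 20 h and the mitochondrial BI4 at 30 h, which fell by 3.83, 1.83 and 3.03 on the log2 scale (adjusted p = 3.0e-07, 0.000387 and 0.00773, edgeR). The fall of ARO9 was lost in limma on log2(RPKM + 1) and log2(RPKM + 0.1) (adjusted p = 0.0518 and 0.381).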

In order to extend the analysis and better understand the specific response of the non-dominant strain, we focused on the genes that showed differential expression in more than one time-points. In this way we obtained a pool of genes that consistently had differential expression and we excluded genes that showed transient modification of their expression. From this pool of genes we further selected those that were not altered in the dominant strain. 

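The same selection on the counts started from the 126 genes differentially expressed in strain 11 at 2 or more times. Of these, 26 were also differentially expressed in strain 12 at some time and 100 were not. At 2 or more times, 67 of the 100 were higher in the mixed culture, and 23 of the 67 are in Table 1. Of the other 5 genes of Table 1, CAR1, CMK2, GYP7 and PST1 were differentially expressed in strain 12 at 20 h, and PHO84 was differentially expressed at 1 time in strain 11.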

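The genes considered here are ADH6, ADI1, AIM17, ALD6, BAG7, CAR1, CMK2, CRZ1, DIA1, DLD3, FET4, GYP7, HAL5, HSP150, IPT1, PEP12, PHO84, PLB1, PMC1, PRM10, PST1, RCN2, ROG3, SNZ1, YJL107C, YJL171C (TOH1), YJR061W (MNN14) and YPS3. In strain 11 all 28 were higher in the mixed than in the single culture at each time, with a median log2 fold change of 2.12 at 12 h (0.54 to 4.02), 2.31 at 20 h (1.18 to 3.72) and 2.02 at 30 h (1.15 to 4.18). At 12 h 26 passed the threshold (all but DLD3 and IPT1), at 20 h 27 (all but PHO84) and at 30 h 25 (all but PHO84, ROG3 and YJL171C). Without replicate 2 of the mixed culture at 30 h, 15 did so at 30 h. In limma 13, 24 and 18 passed on log2(RPKM + 1) and 12, 22 and 16 on log2(RPKM + 0.1). Adjusted over the list alone, 27, 28 and 28 genes passed, but the study chose the list on these same libraries, so this is not independent evidence. In strain 12 the median log2 fold change was 0.27 at 12 h, 1.14 at 20 h and 0.67 at 30 h, with 19, 27 and 23 genes higher in the mixed culture. With edgeR, 0 genes passed at 12 h (5 at an unadjusted p under 0.05, 0 with DESeq2), 4 at 20 h (14 unadjusted, 10 with DESeq2) and 0 at 30 h (10 unadjusted, 0 with DESeq2). Adjusted over the list alone they were 0, 14 and 6. At 20 h the count in strain 12 was 1, 0 and 1 without replicates 1, 2 and 3 of its single culture and 2 and 0 without replicates 1 and 2 of its mixed culture, and at 30 h it was 2 and 1 without replicates 2 and 3 of the mixed culture. At 12 h it was 1 without replicate 3 of the single culture. When the responses of the 2 strains were compared directly, that of strain 11 was the larger in 27, 28 and 28 genes. The difference passed the threshold for 11 genes at 12 h (22 unadjusted, 12 with DESeq2), 1 at 20 h (12 unadjusted, 1 with DESeq2) and 0 at 30 h by edgeR's interaction test (15 unadjusted, 2 with DESeq2). Adjusted over the list alone it passed for 21, 10 and 11 genes. PRM10 and YJL107C overlap, as do YPS3 and DIA1 with another annotated reading frame each, so that reads can be shared between them.

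**Figure D2:**
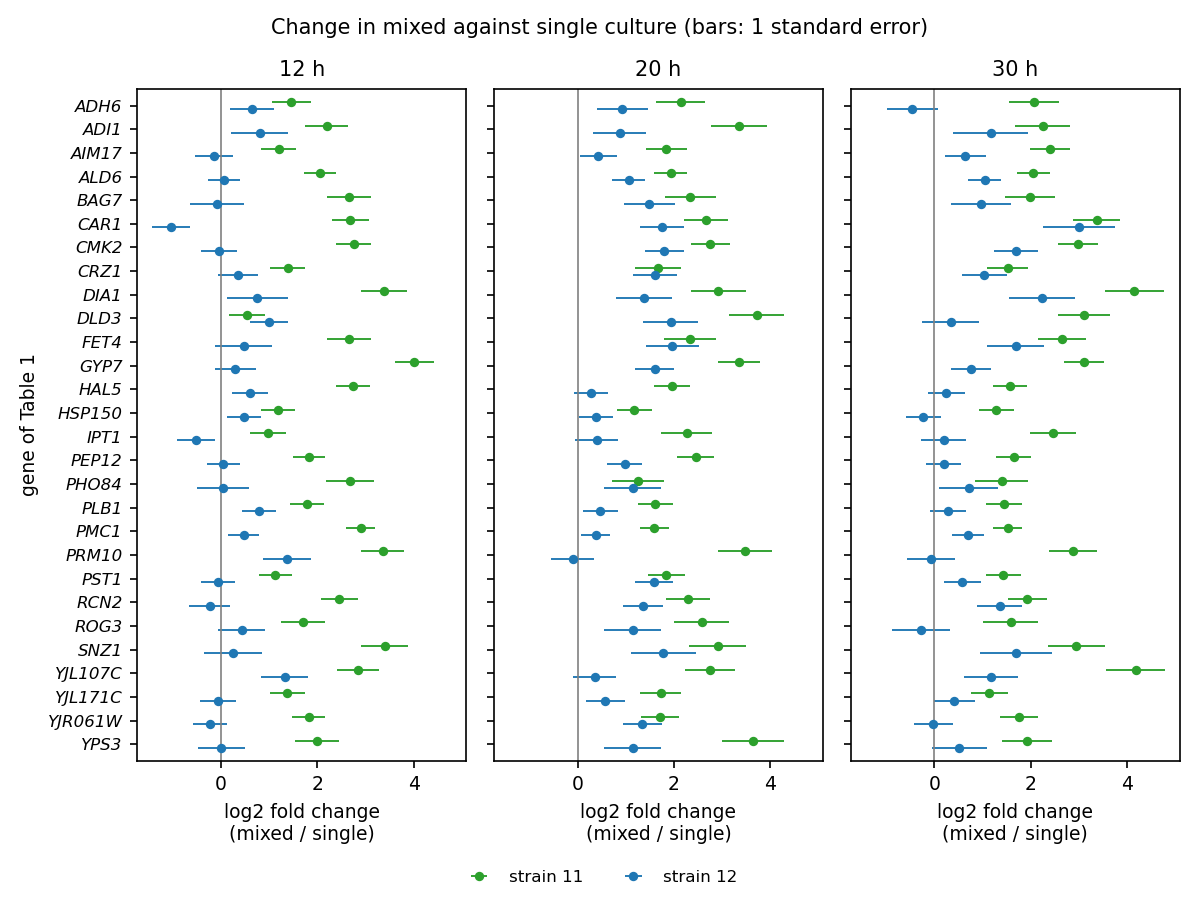
Log2 fold change between mixed and single culture of the 28 genes at 12, 20 and 30 h, in strain 11 (green) and strain 12 (blue), with bars of 1 standard error. In strain 11 every point is above 0, while in strain 12 the points at 12 h lie around their median of 0.27.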

A specific activation was found for 28 genes in the non-dominant strain in mixed culture (Table 1). 

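CRZ1 (YNL027W) lies on chromosome XIV from 579581 to 581617 on the forward strand and encodes a transcription factor whose entry into the nucleus depends on dephosphorylation by calcineurin. In strain 11 its log2 fold change between mixed and single culture was 1.38 at 12 h (standard error 0.369, adjusted p = 0.00954), 1.67 at 20 h (0.472, adjusted p = 0.0229) and 1.52 at 30 h (0.419, adjusted p = 0.0239; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change passed the threshold at each time, but not with every library left out. At 12 h the adjusted p from edgeR rose to 0.0683 and 0.0734 without replicates 1 and 3 of the single culture and to 0.101 without replicate 3 of the mixed culture. At 20 h it rose to 0.161 and 0.0886 without replicates 1 and 2 of the single culture and to 0.0987 and 0.117 without replicates 1 and 3 of the mixed culture. At 30 h it rose to 0.158 and 0.139 without replicates 2 and 3 of the single culture and to 0.213 and 0.0641 without replicates 2 and 3 of the mixed culture. In limma on log2(RPKM + 1) and log2(RPKM + 0.1) the 12 h change had adjusted p = 0.0662 and 0.0726. The 30 h change had adjusted p = 0.0886 when edgeR was fitted on its own 6 libraries.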

Interestingly, the *CRZ1* transcription factor, which is activated by the calmodulin pathway, in response to pheromones and environmental stress, was found to be on. Furthermore, 19 genes (71% of the activated genes) were calmodulin pathway targets. In addition, cell-wall associated proteins, correlated to stress conditions (*YPS3* and *HSP150*), or to yet unknown functions (*PST1* and *YJR061W*), were overexpressed by the non-dominant strain in the mixed culture.

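Of the 28 genes in Table 1, 20 are marked as targets of the pathway. In strain 11, 19 of these 20 were differentially expressed at 12 h, 20 at 20 h and 19 at 30 h, with median log2 fold changes of 2.33, 2.31 and 2.02. As a set they were higher in the mixed culture at each time (camera, two-sided, adjusted p = 2.8e-32, 1.3e-32 and 1.3e-32 over 48 set tests). In strain 12 the targets had medians of 0.33 at 12 h (14 of 20 higher), 0.92 at 20 h (19 of 20) and 0.73 at 30 h (18 of 20), and camera gave adjusted p = 0.0739, 3.9e-09 and 6.4e-07. These calls held in fry, which gave adjusted p = 1.6e-10, 1.4e-08 and 1.4e-08 in strain 11 and 0.220, 0.00159 and 0.0257 in strain 12. They also held in camera with an estimated correlation between genes, 0.178 where 0.01 had been preset, but far less strongly. Camera then gave adjusted p = 2.3e-05 at each time in strain 11 and 0.474, 0.0114 and 0.0327 in strain 12. Single targets passed edgeR's threshold in strain 12 at 0, 2 and 0 of the 20 genes (3, 9 and 8 at an unadjusted p under 0.05, 0, 6 and 0 with DESeq2). The response of the set was larger in strain 11 than in strain 12 by a median of 1.98, 1.31 and 1.30 on the log2 scale (camera on the difference, adjusted p = 5.5e-24, 5.1e-14 and 1.0e-13 over 27 set tests). Because the table was assembled from these libraries, the tests describe them and are not independent evidence for the set.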

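YPS3 (YLR121C, XII, 388745 to 390271) encodes a yapsin protease of the cell wall. Its log2 fold change in strain 11 was 1.99 at 12 h, 3.64 at 20 h and 1.93 at 30 h (adjusted p = 0.00216, 0.000148 and 0.0192 from edgeR's test). The level in the mixed culture was 280 ± 32.4, 476 ± 67.2 and 413 ± 88.2 CPM, against 69.8 ± 17.7, 40.9 ± 36.9 and 118 ± 97.5 in the single culture. In limma on log2(RPKM + 1) and log2(RPKM + 0.1) the 12 h change was lost (adjusted p = 0.298 and 0.631), as was the 30 h change (0.167 and 0.361). At 30 h its adjusted p from edgeR was also 0.178 without replicate 2 of the single culture, 0.135 without replicate 2 of the mixed culture and 0.0634 on its own 6 libraries. HSP150 (YJL159W, X, 120445 to 121686) encodes a secreted mannosylated heat shock protein bound to the wall. It changed by 1.18, 1.18 and 1.29 (adjusted p = 0.0246, 0.0417 and 0.0287, edgeR), from 1379 ± 400 to 3123 ± 69.0 CPM at 12 h. The 12 h change was lost without replicate 1 or 2 of the single culture or any replicate of the mixed culture (adjusted p 0.0601 to 0.190, edgeR) and held without replicate 3 of the single culture. It was also lost in limma on both scales (adjusted p = 0.0580 and 0.0671) and, in edgeR with the correction for GC content and coding length, chosen after the data were seen, with an adjusted p of 0.102. For 20 h it was 0.207 and 0.215 without replicates 1 and 2 of the single culture and 0.138 and 0.203 without replicates 1 and 3 of the mixed culture. For 30 h it was 0.239 and 0.0715 without replicates 1 and 2 of the single culture and 0.255 without replicate 2 of the mixed culture, and 0.0687 on its own 6 libraries. PST1 (YDR055W, IV, 563526 to 564860) encodes a cell wall protein with a putative GPI site. It changed by 1.13, 1.84 and 1.43 (adjusted p = 0.0270, 0.00171 and 0.0122, edgeR). At 12 h no reduced set of libraries kept PST1 past the threshold (adjusted p 0.0547 to 0.119, edgeR), and at 30 h it was lost without replicate 1 of the single culture (0.118) or replicate 2 of the mixed culture (0.232). In limma on the 2 scales PST1 had adjusted p = 0.101 and 0.111 at 12 h and 0.0564 and 0.0623 at 30 h. YJR061W (MNN14, X, 550504 to 553311), described in R64 as required for mannosylphosphorylation of N-glycans, changed by 1.82, 1.71 and 1.76 (adjusted p = 9.9e-05, 0.00412 and 0.00298, edgeR). At 30 h it was lost without replicate 2 of the mixed culture (adjusted p = 0.135, edgeR). In strain 12, PST1 rose at 20 h (1.59, adjusted p = 0.0264, edgeR), and YPS3, HSP150 and MNN14 passed the threshold at no time in edgeR, but MNN14 at 20 h passed it in DESeq2 (1.32, adjusted p = 0.0426), limma (0.0340 and 0.0355), and edgeR without the filter on low counts (0.0405) and on the 6 libraries (0.0418).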

#### Dominant vs non-dominant strain comparison

In this case the dominant strain was compared with the non-dominant strain in the single (Fig. 2C) and mixed (Fig. 2D) cultures at each time (additional information on the deposited data). In this comparison, it was observed that the differential expression between the two strains was much higher in the mixed cultures (412 genes, Fig. 2D) than in the single cultures (78 genes, Fig. 2C). 

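Between the strains, 59 genes were differentially expressed at 1 or more times in the single cultures and 196 in the mixed cultures. In the single cultures there were 38 genes at 12 h, 21 at 20 h and 19 at 30 h, and in the mixed cultures 185, 7 and 33. At an unadjusted p under 0.05 in edgeR's test there were 218, 286 and 333 genes in the single and 677, 382 and 456 in the mixed cultures. The 7 genes of the mixed cultures at 20 h were YBL029W, TIP1, PHM7, PMC1, YHB1, SSU1 and OPT2. Over the alternatives the mixed culture total ranged from 92 (limma on log2(RPKM + 0.1)) to 395 genes (edgeR on the 6 libraries of each comparison), and the single culture total from 33 (edgeR on the 6 libraries) to 94 (no filter on low counts). The mixed culture total was 93 and 129 without replicates 2 and 1 of strain 11 at 12 h, and 123 without replicate 3 of strain 12 at 12 h. At 12 h the count in mixed culture was 83, 120 and 109 without the same libraries. At 20 h in mixed culture, the count was 0 without replicate 1 of strain 11 (245 unadjusted), 12 without replicate 2 and 3 without replicate 3 of strain 11, and 3 without replicate 1 or 3 of strain 12, while DESeq2 on all libraries gave 27. For 30 h in mixed culture it was 58, 5 and 19 without replicates 1, 2 and 3 of strain 11 and 5 and 14 without replicates 2 and 3 of strain 12. In single culture at 12 h the count was 25 without replicate 1 of strain 11. In single culture at 20 h it was 10 without replicate 2 or 3 of strain 11 and 8, 13 and 10 without replicates 1, 2 and 3 of strain 12. In single culture at 30 h it was 11 without replicate 1 of strain 11 and 9 without replicate 1 of strain 12.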

The differential expression in single cultures could be attributed to inherent differences in the genetic make up of the two strains. Eighteen genes were differentially expressed at all the considered times points (Fig. 2C) and 13 of them were retrotransposon genes, which can vary to a great extent among different *S. cerevisiae* strains^11^.

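In the single cultures, 7 genes were differentially expressed at all 3 times. YHB1, SSU1 and OPT2 were higher in strain 12, and AI2, PHM7, YNL284C-B and YNL284C-A were higher in strain 11. Without replicate 2 of strain 11 or replicate 1 or 3 of strain 12 at 20 h, there were 4, 4 and 3 such genes. YNL284C-B and YNL284C-A are retrotransposon genes, the only 2 that passed the filter on low counts among the 89 found by their R64 description. The search missed YNL054W-B, described as a TyB Gag-Pol protein, which passed the filter and differed between the strains at 12 h only (adjusted p = 0.00114, edgeR). Retrotransposon copies are nearly identical, so how the authors' counting divided reads between them is uncertain. YNL284C-B had 103, 18 and 31 reads in strain 11 at 12, 20 and 30 h and 0 in strain 12, which makes it at least 25.7-fold, 6.32-fold and 8.61-fold lower in strain 12 (3 reads over the group as the limit of a count of 0). For YNL284C-A, 71, 18 and 27 reads against 0 make it at least 17.7-fold, 6.32-fold and 7.50-fold lower. DESeq2 and edgeR on the 6 libraries of each comparison did not find these 2 genes at all times. AI2, which is encoded in an intron of the mitochondrial COX1 gene and overlaps other annotated reading frames, had log2 fold changes of -3.24, -3.15 and -4.07 (adjusted p = 0.000152, 0.00193 and 9.1e-06 from edgeR's test).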

The analysis of the altered genes in the mixed cultures (Fig. 2D) revealed that three genes, namely *SSU1, YHB1* and *OPT2*, were expressed more in the dominant strain than in the non-dominant one, and this was also verified when the strains were compared in the single culture (Fig. 2C). This observation indicates a constant physiological difference between the strains in any condition. 

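SSU1 (YPL092W, XVI, 373790 to 375166) encodes the plasma membrane sulfite pump. In the single cultures its level was 972 ± 261, 1071 ± 430 and 1077 ± 232 CPM in strain 12 at 12, 20 and 30 h and 13.4 ± 10.2, 8.61 ± 14.9 and 14.7 ± 2.10 in strain 11. The log2 fold changes were 6.22, 6.63 and 6.12 (standard errors 0.490, 0.662 and 0.588, adjusted p = 7.7e-15, 1.6e-10 and 3.9e-11 from edgeR's test). At 20 h this rests on 240 reads against 2, a ratio of 114 with a 95% counting interval of 31.2 to 946. In the mixed cultures the level was 1208 ± 255, 561 ± 120 and 636 ± 158 CPM in strain 12 and 79.2 ± 12.7, 115 ± 66.1 and 174 ± 124 in strain 11. The log2 fold changes there were 3.95, 2.29 and 1.94 (adjusted p = 2.7e-10, 0.00196 and 0.00565, edgeR). SSU1 in the sorted strain 11 cells could not be told apart from a share of strain 12 cells. YHB1 (YGR234W, VII, 959908 to 961107) encodes a flavohemoglobin that detoxifies nitric oxide. It differed by 6.64, 3.41 and 3.82 in single culture (adjusted p = 9.5e-16, 1.3e-05 and 1.5e-07, edgeR) and by 3.65, 2.33 and 2.41 in mixed culture (adjusted p = 1.2e-09, 0.00196 and 0.000382, edgeR). OPT2 (YPR194C, XVI, 924300 to 926933) encodes an oligopeptide transporter. It differed by 4.41, 3.31 and 3.31 in single culture (adjusted p = 2.7e-10, 2.2e-06 and 4.4e-07, edgeR) and by 3.36, 2.35 and 2.71 in mixed culture (adjusted p = 1.5e-06, 0.00196 and 6.3e-05, edgeR).
In the mixed cultures at 20 h none of the 3 genes passed the threshold without replicate 1 of strain 11, with edgeR adjusted p = 0.163 for SSU1, 0.0546 for YHB1 and 0.120 for OPT2, and YHB1 was also lost without replicate 3 of strain 11 (0.0811). At 30 h SSU1 was lost without replicate 2 of strain 11 (adjusted p = 0.210, edgeR) or of strain 12 (0.0896). In limma on log2(RPKM + 1), SSU1 at 20 and 30 h had adjusted p = 0.256 and 0.240, YHB1 had 0.256 and 0.140, and OPT2 at 20 h had 0.111. In limma on log2(RPKM + 0.1) these calls were also lost, as were SSU1 and YHB1 in mixed culture at 12 h (both 0.0651) and YHB1 in single culture at 20 and 30 h (0.0539 and 0.0641). Besides SSU1, YHB1 and OPT2, the genes found at all times in mixed culture were TIP1 (higher in strain 12) and PHM7 and PMC1 (higher in strain 11). Their number fell from 6 to 0 without replicate 1 of strain 11 at 20 h (245 genes at an unadjusted p under 0.05 at that time), and to 3 without any one of replicate 3 of strain 11 and replicates 1 and 3 of strain 12 at 20 h and replicate 2 of either strain at 30 h. DESeq2 gave 12.

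**Figure D3:**
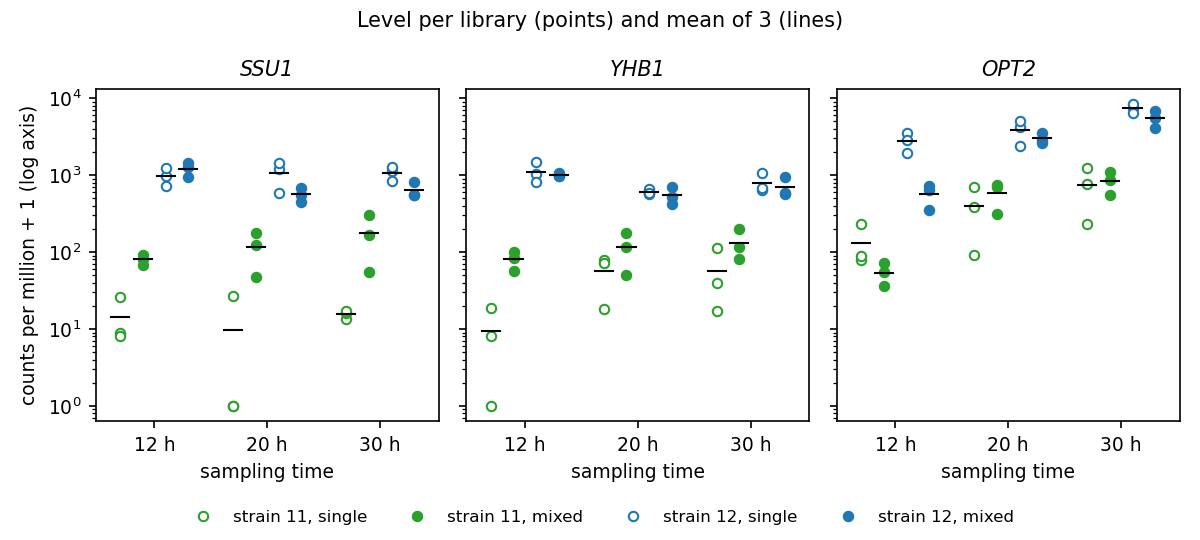
CPM + 1 on a log axis of SSU1, YHB1 and OPT2 in each library, for strain 11 (green) and strain 12 (blue) in single (open) and mixed culture (filled) at 12, 20 and 30 h; lines are means of 3 libraries. For SSU1 the means of strain 12 lie between 561 and 1208 CPM and those of strain 11 between 8.61 and 174.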

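Strain 11 had more SSU1 reads in the mixed than in the single cultures (log2 fold change 2.59, 3.36 and 3.44 at 12, 20 and 30 h, adjusted p = 0.000465, 0.0127 and 0.000837 from edgeR's test), whereas strain 12 did not (0.32, -0.98 and -0.74). At 20 h the change in strain 11 rests on 31 reads against 2, a ratio of 10.8 with a 95% counting interval of 2.74 to 92.7, and was lost without replicate 2 or 3 of the single culture (adjusted p = 0.0575 and 0.0727, edgeR). The 12 and 30 h changes were lost in limma on log2(RPKM + 0.1) (adjusted p = 0.171 and 0.103). The interaction of strain and culture was 2.27 at 12 h (adjusted p = 0.0573, edgeR), 4.33 at 20 h (adjusted p = 0.0219, edgeR) and 4.18 at 30 h (adjusted p = 0.00618, edgeR). The paper reads the higher expression of SSU1, YHB1 and OPT2 in both kinds of culture as a sign of a constant physiological difference.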

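In the mixed cultures, 23 genes were differentially expressed between the strains at 2 or more times. Of these, 4 were cell wall genes by their R64 description (TIP1, YPS1, NCW2 and PUN1), against 0.859 by chance among the 3670 genes tested (Fisher's exact test, one-sided, p = 0.00947). TIP1 was higher in strain 12, and the other 3 were lower there: YPS1 by -2.58, -0.98 and -1.57 on the log2 scale at 12, 20 and 30 h, NCW2 by -3.01, -0.65 and -1.88, and PUN1 by -2.77, -0.85 and -2.05. Counting only genes higher in strain 12, the set held 1 of 6 genes (Fisher's exact test, one-sided, p = 0.204). With a GO set of structural constituents of the cell wall, chosen after the result was seen, it also held 1 of 6, TIP1 (Fisher's exact test, one-sided, p = 0.0162).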

Interestingly, when the functional categories of the genes that were significantly altered in the mixed cultures at two of the considered times at least were analysed (Fig. 2D), a statistical significance (*p* value < 2.2 10^−3^) was determined for the GO Structural component of the cell surface (Suppl. Table 1). This was not observed in the pure cultures (Fig. 2C). 

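In the single cultures, 2 of the 12 genes found at 2 or more times were cell wall genes, CSS1 (lower in strain 12) and CWP1 (higher), against 0.448 by chance (Fisher's exact test, one-sided, p = 0.0715). With the 11 genes of the GO term for structural constituents of the cell wall, a set chosen after the result was seen and of which 10 passed the filter, Fisher's exact test, one-sided, gave p = 0.0323 for the single and 0.00164 for the mixed cultures. The first value rests on 1 of 12 genes, CWP1. The second rests on 2 of 23 genes, TIP1, higher in strain 12, and NCW2, lower there. Whether the 2 shares differ from each other was not tested. In camera this GO set gave adjusted p = 1.0e-07, 0.0124 and 0.142 in the single and 0.0243, 0.0101 and 0.159 in the mixed cultures at 12, 20 and 30 h (over 27 tests), and with an estimated correlation only the single culture at 12 h passed the threshold (adjusted p = 0.00245). In fry the single and the mixed cultures passed at 12 h (adjusted p = 0.00210 and 0.0434) but not at 20 h (0.138 and 0.102) or 30 h (0.368 and 0.363). As a set, the 137 cell wall genes tested differed between the strains in single culture at 12 h (camera, adjusted p = 0.00247 over 48 tests). This call was lost in fry (adjusted p = 0.0647) and with an estimated correlation (adjusted p = 0.0800). At 20 and 30 h camera gave adjusted p = 0.441 and 0.679 in the single cultures, and in the mixed cultures 0.624, 0.548 and 0.548 at 12, 20 and 30 h.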

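BSC1 (YDL037C) lies on chromosome IV from 384599 to 385585. In the mixed cultures its level was 138 ± 47.9, 121 ± 66.3 and 84.5 ± 35.6 CPM in strain 12 at 12, 20 and 30 h and 16.5 ± 8.47, 13.1 ± 11.9 and 34.8 ± 13.6 in strain 11. The log2 fold change between the strains was 2.85 at 12 h (standard error 0.607, adjusted p = 0.00123), 3.08 at 20 h (0.776, adjusted p = 0.0701) and 1.34 at 30 h (adjusted p = 0.421; edgeR). The 20 h difference passed the threshold when no filter on low counts was applied (3.18, adjusted p = 0.00946, edgeR) and, in a correction for GC content and coding length chosen after the data were seen, with adjusted p = 0.0437. The 12 h difference was lost in limma on log2(RPKM + 1) and log2(RPKM + 0.1) (adjusted p = 0.311 and 0.717). In the single cultures BSC1 was also higher in strain 12 at 12 h, with 123 reads against 3, a ratio of 54.8 with a 95% counting interval of 18.3 to 269.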

The activation of a key cell-surface component in the dominant strain, when the cells were incubated in the mixed cultures (Fig. 2D), namely *BSC1*, which encodes for a protein of unconfirmed function, is worth mentioning. This component is similar to cell-surface flocculin Flo11p, *SED1*, which encodes for a structural GPI glycoprotein located in the cell surface, and *TIP1*, which encodes for a major cell wall mannoprotein.

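SED1 (YDR077W) lies on chromosome IV from 600791 to 601807. In the mixed cultures at 20 h it reached 16352 ± 1452 CPM in strain 12 and 5960 ± 1032 in strain 11, a log2 fold change of 1.46 (standard error 0.356, adjusted p = 0.0586 from edgeR's test). At 12 and 30 h its log2 fold changes were 0.57 and 0.66, neither past the threshold. The 20 h difference passed the threshold in DESeq2 (1.41, adjusted p = 0.0215) and in edgeR without the filter on low counts (1.55, adjusted p = 0.000471), on the 6 libraries (8.7e-05), with the replicate number as a block (0.0195) and with the correction for GC content and coding length (0.0304), which was chosen after the data were seen. TIP1 (YBR067C) lies on chromosome II from 372100 to 372732. In mixed culture it was higher in strain 12 by 1.10, 1.30 and 1.36 at 12, 20 and 30 h (standard errors 0.298, 0.298 and 0.299, adjusted p = 0.0165, 0.0295 and 0.0081, edgeR), with levels of 1432 ± 226, 3440 ± 369 and 3423 ± 914 CPM against 666 ± 140, 1401 ± 321 and 1348 ± 620 in strain 11. These calls did not hold without every library. At 12 h the adjusted p from edgeR was 0.128 without replicate 2 of strain 11 and 0.0816 without replicate 1 of strain 12. For 20 h it was 0.245 and 0.288 without replicates 1 and 3 of strain 11 and 0.160, 0.0538 and 0.0613 without replicates 1, 2 and 3 of strain 12. For 30 h it was 0.264 and 0.0550 without replicates 2 and 3 of strain 11 and 0.115 without replicate 2 of strain 12. In limma on log2(RPKM + 1) and log2(RPKM + 0.1), TIP1 had adjusted p = 0.0888 and 0.0940 at 12 h and 0.111 and 0.130 at 20 h. In edgeR its adjusted p was 0.0671 at 30 h on the 6 libraries and 0.0729 at 12 h with the GC and length correction. FLO11 itself (YIR019C, IX, 389569 to 393672) passed the threshold at no time, with log2 fold changes of 1.00, 1.32 and -1.14 between the strains in mixed culture.

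**Figure D4:**
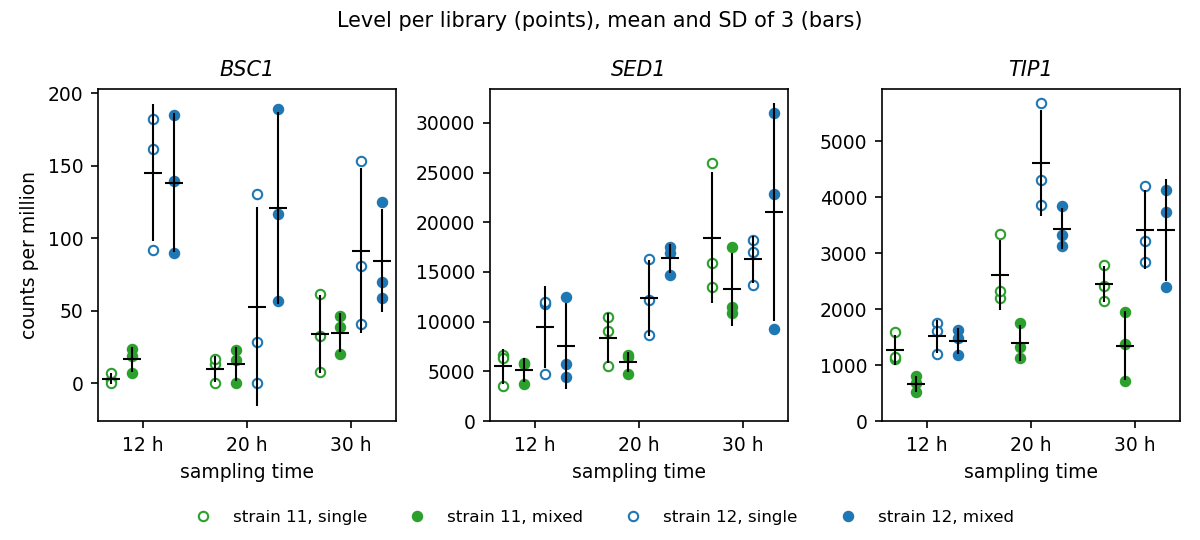
CPM of BSC1, SED1 and TIP1 in each library of strain 11 (green) and strain 12 (blue) in single and mixed culture at 12, 20 and 30 h, with the mean and SD of 3 libraries. For SED1 in mixed culture at 20 h the mean is 16352 in strain 12 and 5960 in strain 11.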

### Role of SO_2_ production and toxicity in the dominance phenomenon

Since the *SSU1* gene, a crucial gene in resisting SO_2_ toxicity, was overexpressed in the dominant strain we sought to evaluate a possible involvement of strain-dependent SO_2_ production and sensitivity differences in the dominance phenomenon. The growth of the dominant and non-dominant strains was first measured in grape must, and in grape must supplemented with 60 mg/L of SO_2_ (Fig. 3A). The two strains presented very similar growth curves in the grape must without SO_2_. Conversely, when SO_2_ was present, the non-dominant strain growth was affected to a great extent. The ability of the two strains to produce SO_2_ during grape must fermentation was also investigated. As shown in Fig. 3B, both strains were able to produce SO_2_, although the dominant strain produced 2.7 times more than the non-dominant one.

### Cell-aggregation assay

As reported above, genes related to the cell surface were differentially overexpressed when the cells were in the mixed cultures, and the cell-to-cell contact had previously been suggested as a driving force that could explain the dominance between different species^7^,^8^,^9^. We therefore studied the cell-to-cell contact between the dominant and non-dominant strain, looking into the formation of cellular aggregates. Fluorescence microscopy was used first to visualize any inter-strain contacts under the conditions that could determine the previously observed dominance. An example of the cell-to-cell contact between the dominant and the non-dominant strain is shown in Fig. 4A. Flux cytometry was then used to quantify cell aggregates that had formed under the same conditions (Fig. 4B). The results showed inter-strain aggregates were formed and a statistically significant increase in the percent of the inter-strain aggregates was observed between the 12 h time point and the 36 and 48 time points. It has to be noted that there is a time delay between the massive gene expression changes observed for the non-dominant strain (peaked at 12 h) and the phenotypic response (cell-aggregation) that peaked between 36 and 48 h. Nevertheless, as can be observed in Fig. 1B, a clear inhibition of the non-dominant strain was established at 30 h. Furthermore, three genes encoding for cell wall/surface associated proteins, namely *BSC1, SED1* and *TIP1*, showed increased expression in the dominant strain, mainly at 20 and/or 36 h in the mixed culture (Fig. 2).

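Within strain 12, none of the 3 genes changed past the threshold between the mixed and the single culture at 12, 20 or 30 h. The log2 fold changes were -0.10, 1.12 and -0.08 for BSC1, -0.33, 0.41 and 0.37 for SED1 and -0.09, -0.43 and 0.01 for TIP1. At 20 h BSC1 had 52.9 ± 68.6 CPM in the single culture of strain 12, with 0, 1 and 11 reads in the 3 libraries.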

## Discussion

Natural and anthropogenic habitats are influenced to a great extent by the microbial communities that reside within them, and by human activities. The composition of such microbial communities is the result of interactions among the various microorganisms and between these microorganisms and the environment. One very common form of microbial interaction is competition, and this competition can be displayed between members of a community that belong to the same, to similar or to distant taxa. Microbial competition can be manifested in various forms: competition for resources, the production of toxic compounds, or differences in growth behavior and/or fitness.

Alcoholic fermentation for the production of wine is a biological process in which yeast species have specialized. The yeast species *S. cerevisiae* is exceptionally well adapted in the environment that implies the transformation of grape into (fermenting) must. Although the grape surface is populated by an assortment of yeast species, which inevitably pass to the grape must, *S. cerevisiae* quickly dominates fermenting must, and other species are often undetectable after the first days of fermentation^12^. This dominance has been attributed to the fitness advantage of *S. cerevisiae,* due to the high transformation efficiency of sugar into ethanol, with concomitant heat production, that inhibit non-*Saccharomyces* species as well as high resistance to the hostile grape must environment (pH, organic acids, SO_2_ and lack of oxygen)^13^,^14^. Moreover, non-*S. cerevisiae* species are more susceptible to ethanol and other environmental parameters, and are therefore not competitive. Recently, another form of microbial interaction, mediated by cell-to-cell contact, has been shown to be important in shaping the composition of microbial communities in fermenting must, and in the dominance of *S. cerevisiae* over other wine yeast species^2^,^15^.

Although interspecies competition has been studied extensively in various habitats, including in the food (e.g. mediated by bacteriocins, and during alcoholic fermentation), medical and agricultural fields^16^, intraspecies competition, i. e. competition between individuals of the same species, has received limited attention. This aspect has recently been addressed in the wine fermentation field and it has been shown that dominance of one *S. cerevisiae* strain over another cannot be explained solely by the presence of a diffusible molecule, and that this process probably involves cell-to-cell contact^10^.

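In strain 11, the share of differentially expressed genes that were higher in the mixed culture was 61.1% at 12 h (193 higher, 123 lower), 62.3% at 20 h (114 higher, 69 lower) and 64.3% at 30 h (90 higher, 50 lower). With DESeq2 the shares were 56.4%, 60.4% and 60.6%, and with limma on log2(RPKM + 1) they were 87.1%, 79.6% and 81.9%. With a correction for GC content and coding length, chosen after the data were seen, they were 49.3% (173 higher, 178 lower) and 52.4% (110 higher, 100 lower) at 12 and 20 h, with 80 higher and 43 lower at 30 h.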

An important observation has been made, related to the massive number of genes with modified and mostly upregulated expression levels in the non-dominant strain, in the presence of the dominant strain. This modified gene expression was also reflected in the comparison of the expression profile between the dominant and non-dominant strains. 

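Of the 185 genes that differed between the strains in mixed culture at 12 h, 110 (59.5%) were also differentially expressed between mixed and single culture in strain 11. For 104 of these the signs were opposite, and 93 were higher in the mixed culture of strain 11. At 20 h 2 of 7 genes were shared (28.6%), and at 30 h 23 of 33 (69.7%), of which 22 had opposite signs. Both comparisons use the same strain 11 libraries of the mixed culture, which alone makes their log2 fold changes correlate. Over the 3670 genes at 12 h the correlation was -0.562, against -0.522 to -0.470 in 20 simulated sets of unchanged groups that share these libraries. Genes are not independent replicates in this correlation. The simulation drew each gene on its own, so its range may be too narrow to decide whether shared libraries give all of it.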

From this comparison, it was possible to deduce that most of the genes differentially expressed between the two strains in the mixed culture were overexpressed in the non-dominant strain. 

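In mixed culture 62 genes were higher in strain 12 and 123 in strain 11 at 12 h, 5 and 2 at 20 h, and 9 and 24 at 30 h. The balance depended on the test. At 12 h RLE factors gave 88 genes higher in strain 12 and 111 in strain 11, DESeq2 gave 99 and 120, edgeR on the 6 libraries 139 and 203, and limma 5 and 97 on log2(RPKM + 1) and 2 and 85 on log2(RPKM + 0.1). RLE factors also shifted the median log2 fold change of all genes at 12 h from 0.0399 to 0.112. At 20 and 30 h, DESeq2 gave 14 genes higher in strain 12 against 13 in strain 11, and 30 against 58. The fit on the 6 libraries gave 41 against 60 at 20 h and 4 against 9 at 30 h. At 30 h limma gave 3 against 2 on log2(RPKM + 1) and 4 against 3 on log2(RPKM + 0.1).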

The genes involved in the calmodulin pathway were among the modified genes of notable interest. *CRZ1* has been found to encode for a calcineurin-dependent transcriptional factor that activates target genes in response to environmental stresses, mediated by Ca^2+^-calmodulin^17^. 

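The level of CRZ1 in strain 11 was 127 ± 51.8 CPM in the single and 328 ± 78.3 in the mixed culture at 12 h, 108 ± 54.8 and 332 ± 121 at 20 h, and 151 ± 126 and 429 ± 138 at 30 h. In strain 12 the log2 fold change of CRZ1 was 0.36 at 12 h, 1.60 at 20 h and 1.04 at 30 h, with adjusted p = 0.0575 at 20 h and 0.595 at 30 h from edgeR's test. At 20 h it passed the threshold in strain 12 with DESeq2 (adjusted p = 0.0345), without the filter on low counts (0.0195, edgeR) and when fitted on its own 6 libraries (0.0198, edgeR). The response of CRZ1 was not shown to differ between the strains (interaction 1.02, 0.07 and 0.48, adjusted p = 0.550, 0.986 and 0.895, edgeR).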

In this study, it was shown that *CRZ1* regulation takes place at the transcription level; the non-dominant strain showed an increased mRNA level when it was co-cultured with the dominant strain. Interestingly, it had previously been shown that the Celcineurin/Crz1p signaling pathway plays a role as a regulator of the response to cell wall damage^18^. A series of genes, namely *CMK2, HSP150, PHO84, PRM10, PST1, YJL171C, YPS3,* which were upregulated in conditions of transient cell damage^18^, were also upregulated in the non-dominant strain (Table 1). 

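In strain 11 the 7 genes had median log2 fold changes of 1.99, 1.84 and 1.43 between mixed and single culture at 12, 20 and 30 h, and as a set they were higher in the mixed culture at each time (camera, two-sided, adjusted p = 2.3e-10, 1.2e-11 and 6.4e-11 over 48 tests). With an estimated correlation between genes the adjusted p were 0.000226, 0.000131 and 0.000169. All 7 genes are in Table 1, which was assembled from these libraries. The set tests of these genes therefore describe the libraries and are not independent evidence for the set. CMK2 changed by 2.76, 2.75 and 2.98 (adjusted p = 6.8e-08, 3.1e-06 and 6.3e-07 from edgeR's test) and PRM10 by 3.36, 3.47 and 2.88. PHO84 changed by 2.68, 1.26 and 1.40 (adjusted p = 8.5e-05, 0.190 and 0.145, edgeR), and at 20 h it passed the threshold without replicate 3 of the single culture (2.35, adjusted p = 0.0439, edgeR). YJL171C (TOH1) changed by 1.38, 1.72 and 1.15, with adjusted p = 0.00789, 0.00758 and 0.0909 (edgeR). In strain 12 the medians of the 7 genes were 0.01, 1.14 and 0.52 (camera, adjusted p = 0.369, 0.000693 and 0.0666).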

Taken all together, these observations suggest that the non-dominant strain, in a co-culture with a dominant strain is subjected to cell wall stress/damage and at least partially activated pathways, related to cell-wall organization and biogenesis.

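The response of this set was larger in strain 11 than in strain 12 by a median of 1.98, 0.96 and 1.28 on the log2 scale at 12, 20 and 30 h (camera on the difference, adjusted p = 5.6e-08, 8.2e-05 and 3.7e-06 over 27 set tests). The difference held in fry (adjusted p = 0.000301, 0.0192 and 0.00449) and with an estimated correlation (adjusted p = 0.00245, 0.0204 and 0.00690). Table 1, which holds all these genes, lists genes over-expressed only in strain 11 in these libraries. A larger response in strain 11 was thus part of the choice, and these tests are not independent evidence for it. From the rise of CRZ1, of its targets and of genes induced by transient damage, together with the earlier report on the role of the pathway in cell wall damage, the paper proposes that strain 11 undergoes cell wall stress in co-culture and at least partly activates cell wall pathways.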

A rather different response was exhibited by the dominant strain in the presence of the non-dominant strain. 

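When the responses to the mixed culture were compared between strains, 43 genes responded differently at 12 h, 40 of them with the larger value in strain 11. At 20 h there were 3 (PRM10, DAL5 and SSU1) and at 30 h 1 (SSU1). At an unadjusted p under 0.05 in edgeR's interaction test there were 370, 273 and 309 genes, and DESeq2 gave 63, 6 and 6. Without the filter on low counts edgeR gave 46, 5 and 23 genes. In limma on log2(RPKM + 1) there were 28, 1 and 0 (321 unadjusted at 30 h). The 12 h count was 16, 25, 28, 16 and 23 without replicate 1 or 3 of the single or replicate 1 or 2 of the mixed culture of strain 11, or replicate 2 of the single culture of strain 12. At 20 h it was 0 without replicate 3 of the single culture (268 unadjusted) or of the mixed culture of strain 11 (294 unadjusted) or replicate 1 of the single culture of strain 12 (285 unadjusted). It was 1 without replicate 2 of the single or replicate 1 or 2 of the mixed culture of strain 11, or replicate 1 of the mixed culture of strain 12. At 30 h it was 0 without replicate 1 (282 unadjusted) or 2 of the single culture (397 unadjusted) or replicate 1 of the mixed culture of strain 11 (381 unadjusted), and 2 without replicate 1 of the single or replicate 1 or 3 of the mixed culture of strain 12. At the same time and in the same direction, 28, 21 and 7 genes were differentially expressed in both strains at 12, 20 and 30 h. Such shared changes may in part come from strain 11 cells in the sorted strain 12 fraction. INO1 was the only gene differentially expressed in strain 12 at all times, and it was so with all libraries but not in 12 of the 18 sets that leave out 1 library.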

As can be seen in Fig. 2B, only a limited number of genes showed a modified expression for the dominant strain. By comparing the expression profile of the dominant and non-dominant strains (Figs 3C,D), the different genetic make-up of the two strains became evident. 

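Among genes with at least 50 reads per library on average and with retrotransposon genes left out, the gene furthest below strain 11 in the single cultures was AI2, with 7322 ± 5804, 4669 ± 3525 and 6752 ± 3728 CPM in strain 11 at 12, 20 and 30 h and 783 ± 591, 577 ± 502 and 396 ± 139 in strain 12. In the mixed cultures it was PHM7 (YOL084W, XV, 162356 to 165331), with log2 fold changes of -3.69, -1.47 and -2.13 (adjusted p = 1.5e-11, 0.0103 and 6.0e-05 from edgeR's test) and 2189 ± 596, 3424 ± 863 and 2322 ± 88.0 CPM in strain 11.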

The important ecological advantage of the dominant strain in the fermenting must environment can be associated with the increased expression of the *SSU1* gene, which has been shown to be responsible for an increased resistance to SO_2_^19^. The addition of SO_2,_ during or after grape crushing, is an enological practice that is commonly adopted to provide protection against oxidation and the growth of undesired microbial species^20^, because it acts as a strong selective agent. *S. cerevisiae* is known to be among the most resistant yeast species found in grapes and musts^21^. The *SSU1* in *S. cerevisiae,* which encodes a sulphite efflux pump, confers increased resistance to SO_2_^19^. The endogenous production of sulphite by *S. cerevisiae* has also been described^22^. The results of the physiological tests in this study (resistance to SO_2_ and production of SO_2_), taken together with the increased *SSU1* expression in the dominant strain, would seem to support the hypothesis that the dominant strain is highly competitive in grape must due to the increased SO_2_ resistance.

However, the dominance phenomenon that has been investigated here cannot be explained completely by differences in SO_2_ resistance. When the two strains share the same grape must, but are physically separated by a membrane, both grow equally, and no dominance is observed^10^. This is clear evidence that suggests an important role of cell-to-cell contact in intra-species competition. Cell-to-cell contact and the subsequent cell aggregation have been studied extensively in yeasts, and are associated with mating, biofilm formation, flocculation and the formation of hyphae^23^. Cell aggregation (co-flocculation) between different yeast species has recently been proposed as a mechanism that could govern population dynamics in complex ecosystems, such as wine^15^. The genetic determinants that are responsible for cell adhesion and aggregation in *S. cerevisiae* have been identified and encode for cell-wall associated proteins that have the ability to recognize amino acid or sugar residues on the cell surface of neighbouring cells^24^. 

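In strain 11, TIP1 was lower in the mixed than in the single culture, with log2 fold changes of -0.93, -0.91 and -0.87 at 12, 20 and 30 h (adjusted p = 0.0333, 0.0625 and 0.0931 from edgeR's test). At 12 h the change was lost without the filter on low counts (adjusted p = 0.0613, edgeR) and without replicates 2 or 3 of the single culture (0.196 and 0.0503) or 2 or 3 of the mixed culture (0.206 and 0.0917), and in limma on log2(RPKM + 1) and log2(RPKM + 0.1) (0.134 and 0.144). At 20 and 30 h it passed the threshold in DESeq2 (adjusted p = 0.0262 and 0.0320), and at 30 h also without replicate 1 of the mixed culture (-1.22, adjusted p = 0.0214, edgeR). The difference in the response of TIP1 between the strains was not past the threshold (interaction -0.84, -0.48 and -0.88, adjusted p = 0.478, 0.843 and 0.559, edgeR).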

In this study, 2 genes encoding GPI-anchored cell wall proteins, as well as a third gene similar to *FLO11*, a known adhesin/flocculin encoding gene^24^, were upregulated in the dominant strain when co-cultured with the non-dominant one. This fact, together with the significant modification of the cell-wall associated genes in the non-dominant strain, led us to hypothesize the role of cell aggregation in the intra-species competition and dominance processes. The inter-strain cell aggregates were tested, by means of flow cytometry, when the two strains were co-cultured. Mixed aggregates, composed of cells belonging to both the dominant and non-dominant strains, were observed. The formation of mixed aggregates peaked at around 36 hours of the co-culture, and represented 25% of the total cell aggregates that were formed. Therefore, a mechanistic model, in which the combination of the simultaneous action of *SSU1,* and several cell surface proteins that are considered to lead to aggregation, can be proposed (Fig. 5). The manifestation of dominance is the result of the effect of the proximity of the dominant and non-dominant strain cells, which increases the SO_2_ stress and creates microevironments in the medium surrounding the cells that are not favourable for the growth of the non-dominant strain.

To the best of the authors’ knowledge, this is the first attempt that has been made to obtain a detailed understanding of the inter-strain competion and dominance phenomenon which is known to take place in nature. An innovative approach has been used to tackle the methodological problems related to the transcriptomic study of two closely related microrganisms. The results obtained suggest an important role of cell aggregation in the competition that takes place between the representatives of one species. To consolidate the proposed model it is important to understand whether the observations of this study are extended to other members of the species *S. cerevisiae*, i.e. strains that form inter-strain aggregates dominate in mixed populations. Elucidation of the role of the genes *SED1, BSC1, TIP1* in the formation of inter-strain aggregates would provide further evidence in support of the proposed model.

## Materials and Methods

### Yeast strains and media

The *S. cerevisiae* wine yeast strains used in this study have been previously described in Perrone *et al*.^10^ as strain 11 (non-dominant) and strain 12 (dominant). The BY4741 laboratory strain (*MATa his3*∆0 *leu2*∆0 *met15*∆0 *ura3*∆, Open Biosystems) was also used. The yeasts were grown and maintained in YPD (2% glucose, 2% peptone, 1% yeast extract, all from Oxoid, Milan, Italy) with G418 (200 μg/mL, Sigma, Milan, Italy), when required. Nebbiolo must was used for the fermentation comparisons, and 60 mg/L SO_2_ was added when necessary.

### Plasmid and strain construction

The BY4741 laboratory strain was transformed with double digested pKT150 and pKT127 plasmids (4894 bp), and a cassette containing a GPD promoter sequence. pKT127/150 plasmids contain the *KANMX* gene, which was used as a transformation marker to select the G418 resistant *S. cerevisiae* transformants. Plasmids, containing Sapphire Fluorescent Protein (eSapphire) and Green Fluorescent Protein (GFP), respectively, were cut with *Sal*I and *Pst*I to facilitate plasmid recombination. Promoter manipulations were carried out by inserting the desired promoter upstream of the GFP/eSapphire coding region. The GPD promoter sequence was amplified from a p416-GPD plasmid. Amplification of the GPD promoter was performed with the following designed primers: PromPktF (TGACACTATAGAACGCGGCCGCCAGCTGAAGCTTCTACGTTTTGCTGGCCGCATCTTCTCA) and PromPktR (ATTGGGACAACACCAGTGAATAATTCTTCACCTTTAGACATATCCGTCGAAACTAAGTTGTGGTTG), which are composed of 40 base pairs that are complementary to pkt150/127 plasmids for integration within 4860 bp and 44 bp, and 20 base pairs for the amplification of the GPD promoter from p416GPD. The GPD sequence (4664 bp) was amplified from 4562 bp to 3448 bp, using Phusion High-Fidelity DNA Polymerase (New England Niolabs, Barcelona). Yeast transformation was performed using the LiAc/SS Carrier DNA/PEG method, as described by Gietz *et al*.^25^. Double digested plasmids and a cassette containing the promoter were added in a proportion of 1:3. The labelled-by4741 strain was selected in the Yeast Nitrogen Base, minus Ura (the *URA3* region belonging to p416-GPD), with G418 100 μg/ml (the *KANMX* sequence belonging to the pKT 150 and pKT 127 plasmids). The recombined plasmid was rescued using a colony plasmid rescue protocol adapted by Hoffman and Winston^26^, and amplified in *E. coli* electrocompetent cells (DH10B strain), prepared previously as described by Sambrook and Russel^27^. After purification, the GPD promoter-GFP/eSapphire cassette was amplified. A GenElute Plasmid miniprep kit (Sigma) was used to recover the recombined plasmid from *E. coli,* transformed by means of electroporation, according to the manufacturer’s instructions, for the DH10B strain (1700 V). The transformants were grown for 24 hours in LB broth with ampicillin (100 μg/ml), before the extraction of the plasmid. The purified plasmid was subjected to PCR with the following primers: ScProFluoF (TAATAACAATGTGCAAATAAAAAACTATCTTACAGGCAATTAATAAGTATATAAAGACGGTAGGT), and ScFluoR (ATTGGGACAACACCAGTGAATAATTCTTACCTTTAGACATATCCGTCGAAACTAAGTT). Phusion High-Fidelity DNA Polymerase was used for the amplification of the cassette. The PCR product was integrated in the yeast genome between base pairs 199230 and 199231 of chromosome I, as manipulation in this area of the genome does not affect the fitness of the strains^28^. The forward primer was designed as follows: a tail of 40 bp, complementary to the region upstream of 199230 bp, and 20 bp, complementary to the GPD promoter sequence reverse primer tail, was designed to be complementary to the right side of the genome, and the 20 base pair was designed to be complementary to the terminator (TEFt). The transformants were selected on YPD with G418 (200 μg/mL, Sigma). Integration between 199230 and 199231 bp was verified by means of the following primers: IntVerFluoF (CCGGCAAAACAGCATTCCAGG) and VerFluoR (ACGACCATCCATGGGGTG). The former was designed in the KANMX region of the cassette, and the latter was designed 200 bp, after the integration. PCR was performed with Fermentas Taq DNA Polymerase, and resulted in a PCR product of 995 bp.

### Strain growth and fitness determination

The growth of the fluorescent labelled dominant strain (strain 12) and the non-dominant strain (strain 11) was determined in single and mixed fermentations by measuring the emissions at 520 nm, after excitation at 485 nm, using a POLARStar Galaxy Microplate Reader (BMG Labtech, Offenburg, Germany). In order to test the fitness of the fluorescent labelled strains, and to compare them with those of the wild strains (strains 11 and 12), the growth kinetics was determined, as described by Salvadò *et al*.^29^. Growth was monitored at 600 nm using a SPECTROstar Omega instrument (BMG Labtech, Offenburg, Germany). Measurements were conducted every 30 minutes for 3 days, after a pre-shaking of 30 s. The microplate wells were filled with 0.01 ml of inoculum and 0.49 ml of natural grape must, in order to ensure the continuous presence of an initial OD of approximately 0.05. All the experiments were carried out in triplicate.

### Mixed fermentations, flow cytometry and RNA extraction

Single and mixed fermentations, including strain-dye swapping (the use of strains with changed fluorescent markers, GFP changed to eSapphire, and *vice versa*), were performed in triplicate. The dominant and non-dominant strains were inoculated to reach the same cell density (0.1 OD) in 10 ml of Nebbiolo must (Fig. 1A). Fermentations were carried out at 25 °C, with continuous shaking. Aliquots of 1 ml were taken at 3 phases of the fermentation. The first sample was taken at the beginning of the exponential growth phase, the second in the middle of the exponential growth phase, and the last at the beginning of the stationary phase. The samples were centrifuged rapidly to eliminate the must fractions, and RNA*later* (Ambion, Monza, Italy) was added and immediately frozen in liquid nitrogen. The samples were kept at −80 °C, until the flow cytometry separation process was performed.

Cells were sorted using a MoFlo (Dako cytomation, Glostrup, Denmark) cytometer, according to the fluorescence intensities of the populations, after separating the cells by sonication (40 seconds at 50% intensity) and filtering (Filcon 30 μm, BD Biosciences). The cytometer was equipped with two lasers: 488 nm (for GFP excitation) and 345 nm (for Sapphire excitation). The FL7 570/20 and FL1 530/20 channels were used for GFP and Sapphire, respectively. Separation was performed at a sorting rate of up to 20000 events per second, for the time necessary to reach between 500000 and 1000000 cells. The cells were collected in tubes containing a PBS buffer, and were then put directly into dry ice in order to flash freeze them as they exited from the cytometer.

The frozen samples were kept at −80 °C, and then thawed in ice for the subsequent RNA extraction. The RNA Mini Kit (Qiagen, Madrid, Spain) was used, according to the manufacturer’s instructions. RNA quality was checked using the Bioanalyser (Agilent Technologies, Madrid, Spain), and those samples with a good quality RNA, that is, those that showed 5 as the minimum of the RNA Integrity Number (RIN), were sequenced. Triplicate samples were sequenced for each considered time.

### RNA sequencing and analysis

An Illumina RNA amplification kit (Thermo-Fisher) was used in order to amplify the small amount of RNA extracted from the cells separated by means of cytometry. Sequencing was performed by means of the 5500 SOLiD system (Life Technologies, Madrid, Spain). Seventy-eight million reads per strain were obtained, and short sequences (75 bp) were assembled and aligned using a reference *S. cerevisiae* strain (Saccer2). The values of FPKM (Fragments Per Kilobase of exon per Million fragments mapped) were transformed for the statistical test as log2 (FPKM1/FPKM2) and uploaded on Cuffdiff (Cufflinks V1.3.0, http://cufflinks.cbcb.umd.edu/), where FPKM1 stands for the dominant strain data and FPKM2 stands for the non-dominant strain data. The FPKM parameter was used for pair end RNA-Seq experiments, where fragments were sequenced from both ends, and two reads were performed for each fragment. The Q value, which represents the significance value of the statistical analysis, performed through the use of a cufflink platform, was calculated, and significant transcriptome differences were identified. A functional analysis was performed to search for any significantly overrepresented gene ontologies (GO) in a set of genes, using the Genemania functional network predictive online tool^30^.

### Flow cytometry aggregation tests

The dominant-GFP labelled and non-dominant-eSapphire labelled strain aggregation was tested as pure and mixed growth in must. Four sampling times were chosen (12, 22, 36 and 48 hours) and aggregation was evaluated using a BD FACSVerse flow cytometer from BD biosciences. FITC and V500 filters were used to detect the Green and Sapphire fluorescent proteins, respectively. A P1 region, corresponding to single cell events, was determined by passing a sonicated sample through the cytometer (40 second at an intensity of 50%). Events showing higher size values, corresponding to aggregate events, were collected in a P2 region. The percentages of green, blue and mixed events were calculated within the P2 region.

### SO_2_ determination

The SO_2_ amount was determined through the use of an Enzytec color SO_2_–total kit (BioPharm, Milan, Italy), according to the manufacturer’s instructions.

## Additional Information

**Accession Codes**: The sequence reported in this paper has been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE81270).

**How to cite this article:** Pérez-Torrado, R. *et al*. Ecological interactions among *Saccharomyces cerevisiae* strains: insight into the dominance phenomenon. *Sci. Rep.* **7**, 43603; doi: 10.1038/srep43603 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Table

## Figures and Tables

**Figure 1:**
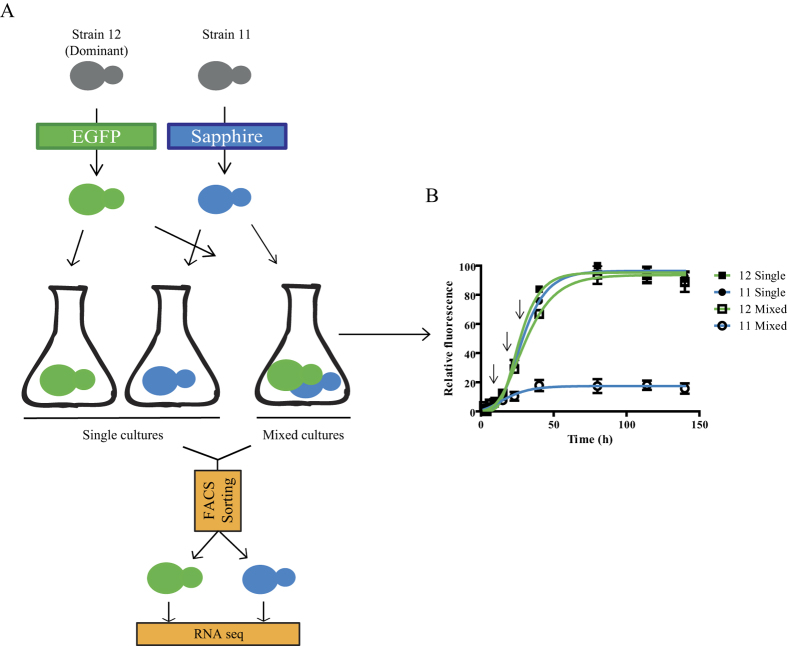
Transcriptomics of the complex dominance phenomenon in yeast. (**A**) A schematic representation of the steps that were followed to determine changes in the transcriptome of cells in single or mixed cultures. (**B**) Evaluation of the yeast growth of fluorescently labelled dominant (12) and non-dominant (11) strains in single or mixed cultures in microtiter plates. The average value of the biological triplicates and standard deviation are shown.

**Figure 2:**
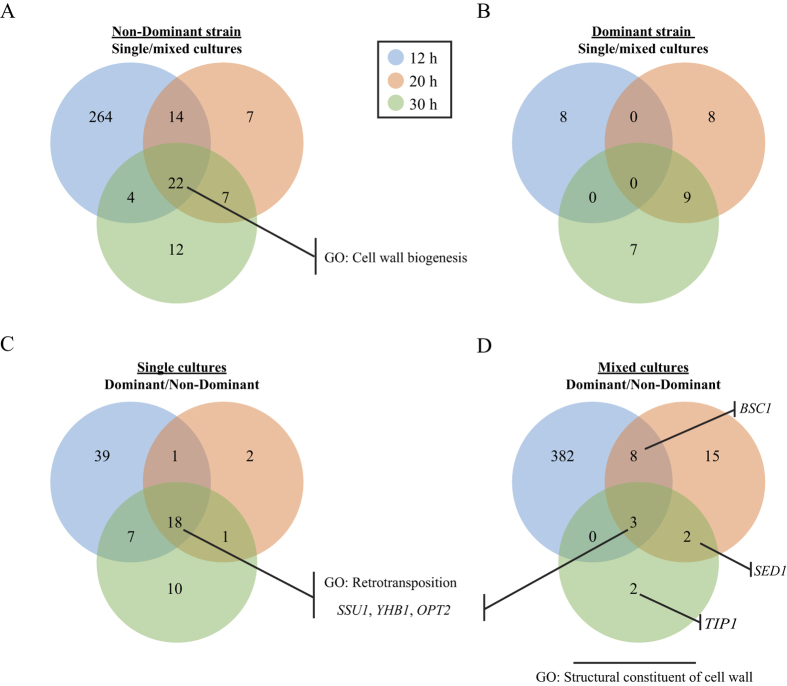
Differentially expressed genes in the dominant and non-dominant strains in single and mixed cultures. Significantly altered gene numbers are represented in Venn diagrams for each considered time (12, 20 and 30 h). Two different types of comparisons were made to analyse the data: Non-dominant strain (**A**) and dominant strain (**B**) in a single culture versus mixed fermentations at each considered time; and dominant strain versus non-dominant strain in single (**C**) or mixed (**D**) cultures at each considered time. The remarkable genes and significant GOs for a specific set of genes are also indicated.

**Figure 3:**
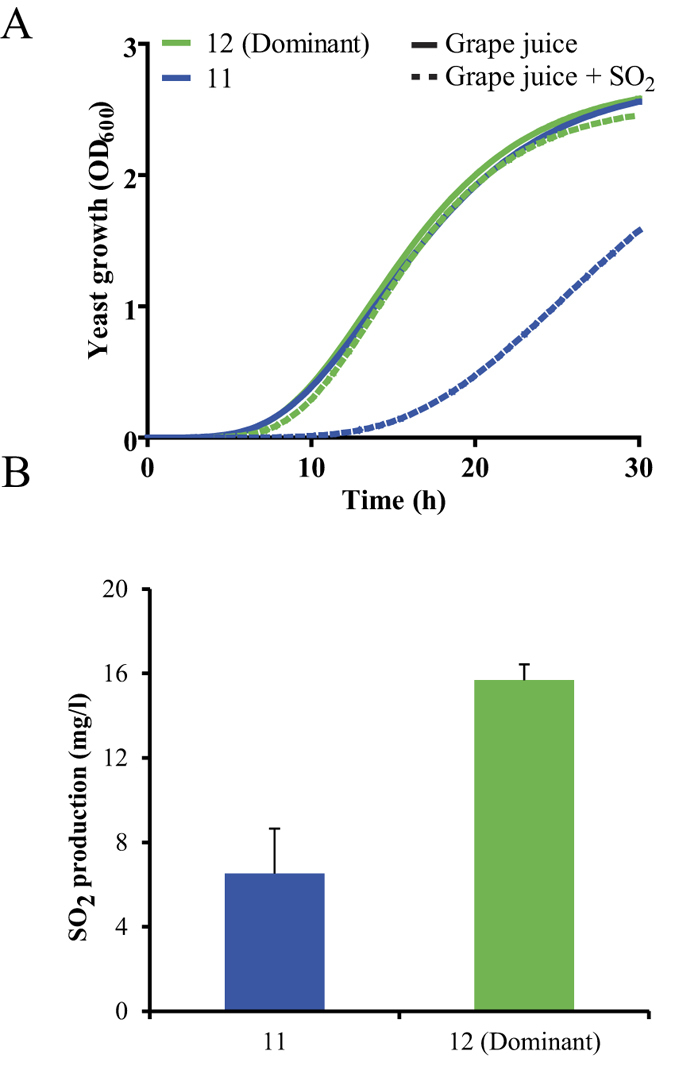
SO_2_ production and resistance in dominant and non-dominant strains. (**A**) Strains, pre-grown in YPD with geneticin, were inoculated into grape juice with (dotted lines) or without 60 mg/l SO_2_ (continuous lines) to evaluate the SO_2_ resistance, and growth was monitored spectrophotometrically according to the time. The average value of the biological triplicates is shown, and the standard deviation was below 10%. Strains containing empty plasmid were used as a control. (**B**) SO_2_ production, after grape juice fermentation, was measured in the dominant and non-dominant strains. The average values of the biological triplicates and the standard deviation are shown. The differences between the two strains were statistically significant (p < 0.05, Fisher exact test).

**Figure 4:**
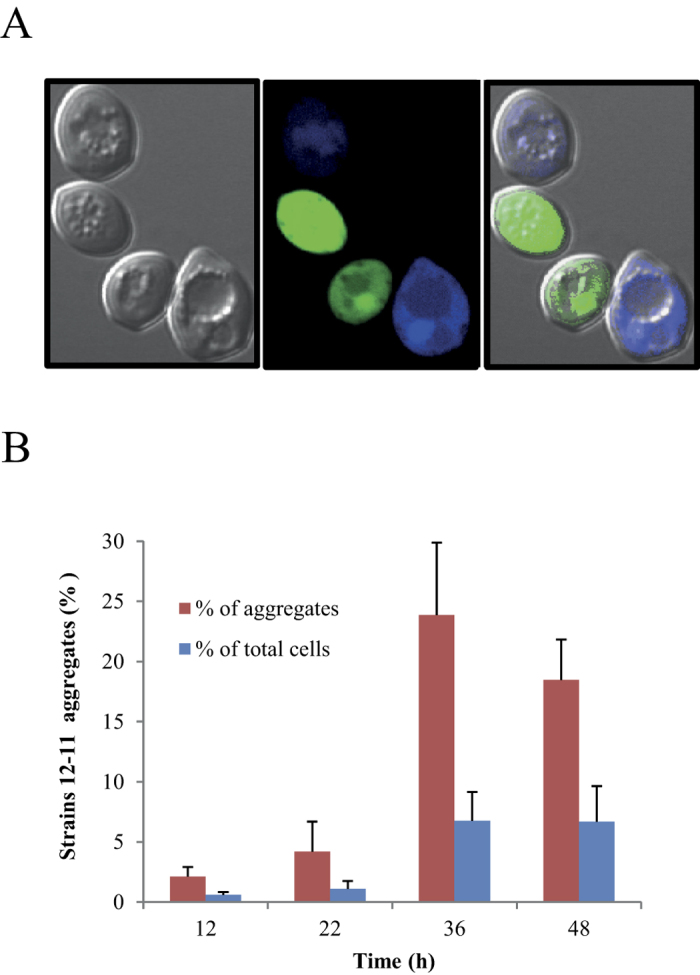
Cell aggregation in natural must. (**A**) The presence of aggregates containing cells of both the dominant and non-dominant strains was observed by means of fluorescence microscopy and using the previously described fluorescence labelled strains. (**B**) The aggregates that contained cells from both strains were quantified at different times by means of flux cytometry and compared to the total number of cells and to the total number of aggregates. The average values of the biological triplicates and the standard deviation are shown. The 36 h and 48 h times showed a significant difference for both parameters (p < 0.05, Fisher exact test), compared to the first considered time (12 h).

**Figure 5:**
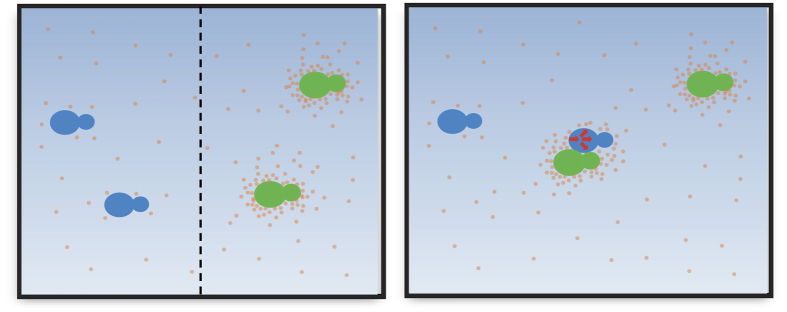
Schematic representation of the proposed model set up for the complex dominance phenomenon among the *S. cerevisiae* strains. The panel on the left represents the growth of the dominant (blue cells) and non-dominant (green cells) strains, when separated by a 0.45 μm membrane, where no dominance was observed, even though SO_2_ (cream dots) was able to diffuse. The panel on the right shows that the cells were able to form aggregates, and that the microenvironment in the proximity of the dominant strain, which produced greater amounts of SO_2_, generated a stress response (red arrows), which was mediated by calmodulin, and a reduced growth, which ended with one strain being dominant over the other.

**Table 1:** Significantly over-expressed genes at two of the considered times at least in only the non-dominant strain in the mixed versus single fermentations^#^.

Gene	Function	Time (h)			
		12	20	30	Crz/Cmk target
*ADH6*	NADPH-dependent medium chain of alcohol dehydrogenase	1.8	2.4	2.8	
*ADI1*	Acireductone dioxygenease	2.8	3.1	—	yes
*AIM17*	Putative protein of an unknown function	1.7	2.0	2.6	yes
*ALD6*	Cytosolic aldehyde dehydrogenase	2.3	2.2	2.2	yes
*BAG7*	Rho GTPase activating protein (RhoGAP)	3.5	2.5	—	yes
*CAR1*	Arginase	2.9	2.9	3.4	
*CMK2*	Calmodulin-dependent protein kinase	3.2	2.9	3.0	yes
*CRZ1*	Transcription factor involved in the stress response	2.1	2.3	—	yes
*DIA1*	Protein of an unknown function	4.1	3.3	4.8	yes
*DLD3*	D-lactate dehydrogenase	—	4.2	3.0	
*FET4*	Low-affinity Fe(II) transporter of the plasma membrane	3.4	2.3	3.0	yes
*GYP7*	GTPase-activating protein for the Rab yeast family members	—	2.9	3.0	yes
*HAL5*	Putative protein kinase	3.2	2.1	—	yes
*HSP150*	O-mannosylated heat shock protein attached to the cell wall	1.7	1.4	—	yes
*IPT1*	Inositolphosphotransferase	1.5	2.7	2.3	yes
*PEP12*	Target membrane receptor (t-SNARE)	2.4	2.5	—	yes
*PHO84*	High-affinity inorganic phosphate (Pi) transporter	3.2	2.6	—	
*PLB1*	Phospholipase B (lysophospholipase)	2.1	1.6	—	yes
*PMC1*	Vacuolar Ca2+ ATPase	3.4	1.9	—	yes
*PRM10*	Pheromone-regulated protein	3.8	3.1	3.2	yes
*PST1*	Cell-wall protein that contains a putative GPI-attachment site	1.6	2.0	—	
*RCN2*	rotein of an unknown function;	2.9	2.2	2.2	yes
*ROG3*	Protein that binds the ubiquitin ligase Rsp5p	2.2	2.5	—	
*SNZ1*	Protein involved in vitamin B6 biosynthesis	3.6	3.0	—	
*YJL107C*	Putative protein of an unknown function	2.8	3.2	4.5	yes
*YJL171C*	GPI-anchored cell-wall protein of an unknown function	1.5	2.0	—	yes
*YJR061W*	Putative protein of an unknown function	2.3	1.9	2.3	
*YPS3*	Aspartic protease from the cell wall	2.3	3.9	2.6	yes

^#^The results have been log-fold changed.

# Supplementary material for: Ecological interactions among Saccharomyces cerevisiae strains: insight into the dominance phenomenon
**Source:** Sci Rep. 2017 Mar 7;7:43603. doi: 10.1038/srep43603
**Supplement:** Supplementary Table

# Ecological interactions among *Saccharomyces cerevisiae* strains: insight into the complex dominance phenomenon

Roberto Pérez-Torrado<sup>a1</sup>, Kalliopi Rantsiou<sup>b1</sup>, Benedeta Perrone<sup>b</sup>, Elisabeth Navarro-Tapia<sup>a</sup>, Amparo Querol<sup>a\*</sup> and Luca Cocolin<sup>b\*</sup>

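Supplementary Table 1 comes from the Genemania functional network tool, with which the authors searched sets of genes for overrepresented gene ontologies. It has a part for the genes altered in the mixed cultures and a part for those altered in the single cultures, both from the comparison of strain 12 with strain 11. Each line gives a category, the false discovery rate of its overrepresentation, the number of its genes in the network of the tool and their number in the genome.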

**Supplementary Table 1.** Functional categories of genes significantly altered at least in two time points in mixed (A) and singles cultures (B) dominant strain versus non-dominant strain comparisons.

(A)

| Function                            | FDR                   | Genes in network | Genes in genome |
|-------------------------------------|-----------------------|------------------|-----------------|
| structural constituent of cell wall | 0.0022384725191035206 | 4                | 12              |

(B)

| Function                                  | FDR      | Genes in network | Genes in genome |
|-------------------------------------------|----------|------------------|-----------------|
| RNA-directed DNA polymerase activity      | 2,27E-52 | 34               | 45              |
| DNA polymerase activity                   | 1,71E-45 | 34               | 61              |
| DNA-directed DNA polymerase activity      | 1,41E-42 | 33               | 59              |
| retrotransposon nucleocapsid              | 2,27E-38 | 34               | 89              |
| ribonuclease activity                     | 5,40E-36 | 33               | 89              |
| transposition, RNA-mediated               | 1,44E-34 | 34               | 105             |
| transposition                             | 3,86E-34 | 34               | 108             |
| nuclease activity                         | 1,12E-32 | 35               | 135             |
| nucleotidyltransferase activity           | 1,12E-32 | 34               | 118             |
| peptidase activity                        | 2,97E-28 | 33               | 135             |
| hydrolase activity, acting on ester bonds | 1,37E-20 | 35               | 281             |

How the deposited data were processed for this re-analysis (not part of the article)

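The study sequenced the mRNA of 2 strains of S. cerevisiae, the dominant strain 12 and the non-dominant strain 11, from single and mixed cultures in grape must sampled at 12, 20 and 30 h, after the cells of the strains had been separated by flow cytometry. The 36 libraries were mapped to 12 groups of strain, culture and time by their labels, with 3 libraries per group. The paper's methods describe a swap of the fluorescent markers between the strains. The labels do not name the marker of a library, so the marker was not a term in any model.

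For each library the authors deposited the count of reads on each gene and on each exon. They also deposited the RPKM of each gene, that is, its reads divided by the gene length in kilobases and by the M reads counted on exons. Recomputing the RPKM from the counts gave the deposited value for 100% of the genes in every library. The paper's methods name alignment to Saccer2, FPKM values and a test with Cuffdiff, whose significance threshold the paper's text does not state. The exon table names LifeScope; its version, the mapping quality and the use of strand are not given in the sources used here. No record in the tables lacked a gene name (0 records). The gene count and the sum of its exon counts differed for 41 to 152 genes per library. Of the 6717 gene identifiers, 6025 matched the R64 annotation and 692 did not. Of the 6006 matched nuclear genes, 917 (15.3%) have the same start and end in R64, so coordinates are those of the deposited tables and R64 was used only for names, descriptions and GO terms. Among genes with 1 exon, 96.4% have a length that is a multiple of 3, so these are coding lengths.

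The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) on the deposited counts, with filterByExpr (3670 genes kept), TMM factors and 1 coefficient for each of the 12 groups. Its common dispersion was 0.0833 and its prior degrees of freedom 32.0. Contrasts compared mixed with single culture in each strain and strain 12 with strain 11 in each culture, at each time, and interaction contrasts compared responses between strains and, in strain 11, between times. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 were taken as differentially expressed. All tests were two-sided except Fisher's exact test for enrichment, which was one-sided. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a p under 0.1, so none was used. The step was tested on simulated counts with known changes of 1, 1.5 or 2 on the log2 scale before it was run on the deposited ones. Over the 12 comparisons, 0 to 7.41% of the genes it found there were false. For the comparisons of the strains it recovered 55% (3485 genes), 29% (3448 genes) and 34% (3445 genes) of the changed genes in single culture at 12, 20 and 30 h, and 55.5% (3467 genes), 41.5% (3481 genes) and 37.5% (3438 genes) in mixed culture.

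Gene sets were the 20 genes marked as targets in Table 1, the 7 genes that the paper lists as induced by transient cell damage, 89 retrotransposon genes and 173 cell wall genes found by a search of the R64 descriptions. The search for retrotransposon genes missed YNL054W-B and YPL060C-A, whose descriptions name TyB and TyA proteins only; YNL054W-B was tested. They were tested with camera (correlation 0.01) on voom values, with fry and with an estimated correlation as alternatives, over 48 planned tests and 27 further ones on the interactions and on an added set of 11 genes with the GO term for structural constituents of the cell wall. The text names every gene that the paper names as changed, and FLO11. It also names, for each comparison, the gene with the largest rise and the largest fall among differentially expressed genes whose 3 libraries of one group all lie beyond those of the other and whose mean count is at least 50, retrotransposon genes left out. The values of Table 1 had been seen when this rule was written. Genes outside the rule that are named as the members of a small group were chosen after their values were seen.

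Replicates 1, 2 and 3 carry the same numbers in every group. The numbers paired the samples only between the strains in single culture at 12 h, where deviations from the group means correlated over genes by 0.359, 0.220 and 0.257 for the 3 numbers. This pairing comes from the correlations, since neither the labels nor the paper says what a number shares. In the other comparisons at least 1 of the 3 correlations was not over 0.1.

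Alternatives set before the data were examined were DESeq2 1.42.0, RLE factors in edgeR, no filter (every gene with at least 1 count), a fit on the 6 libraries of each comparison, the replicate number as a block, limma on log2 RPKM with a pseudocount of 1 or 0.1, a log2 fold change of at least 1, exon counts, the retrotransposon genes left out, other limits for strain markers, only genes higher in strain 12 in the enrichment, and each library left out in turn. Alternatives chosen after the data were seen were a correction of each library for GC content and coding length (3565 of the 3670 genes, 97.1%, have both values), leaving out libraries for the interactions and totals, limma for the interactions, the GO set, and strain markers chosen on mean CPM. Libraries held 35400 to 530376 reads on genes. Ratios that rest on 1 to 3 reads are given with an exact 95% counting interval, and a count of 0 is read as at most 3 reads over the group. Growth, SO2 production and cell aggregation were measured without sequencing and were not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.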

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

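The relabellings of the responses, and the comparisons of SSU1, NCW2 and the Table 1 targets with a share of cells of the other strain, were chosen after these results were seen. The gene set tests of the response differences, the leaving out of single libraries and limma for the interactions, and the correction for GC content and coding length were also added then. The other tests in this part were set before.

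Some genes passed the threshold for a different response of the strains to the mixed culture. In edgeR's interaction test 43 genes responded differently at 12 h (40 with the larger value in strain 11), 3 at 20 h and 1 at 30 h. Among the genes of Table 1, chosen on these libraries for a rise in strain 11 only, the difference passed the threshold for 11 at 12 h and 1 at 20 h. In strain 11 alone, 97 genes responded differently at 12 and 20 h and 90 at 12 and 30 h. Whether chance gives such counts was not decided: of 100 relabellings of the cultures, the real one included, 18, 17 and 19 gave as many genes for the strains at 12, 20 and 30 h, and 6 and 8 for the times. This form of relabelling, drawn for each result on its own, was chosen after a first joint form had been seen. Most relabellings as large keep the real labels in 1 of the 2 compared responses, which makes the responses differ by construction, so the relabellings cannot decide. Among the draws that keep neither, 1 of 73, 1 of 77 and 5 of 78 were as large for the strains, and 0 of 78 and 0 of 77 for the times, but these remove both responses and not only their difference. A correction for GC content and coding length left 43 genes at 12 h, with 39 of 42 matched genes kept, which argues against that trend as the whole cause. Without replicate 1 of the single or replicate 2 of the mixed culture of strain 11 the 12 h count was 16. It was also 25, 28 and 23 without replicate 3 of the single or 1 of the mixed culture of strain 11, or replicate 2 of the single culture of strain 12. The count of 97 was 58, 64 and 58 without replicate 1 of the mixed culture at 12 h, replicate 1 of the single culture at 20 h or replicate 2 of the mixed culture at 20 h, and the count of 90 was 56 and 43 without replicate 1 of the mixed culture at 12 h or replicate 2 at 30 h. At 20 h the count between strains was 0 without replicate 3 of the single or of the mixed culture of strain 11 (268 and 294 genes at an unadjusted p under 0.05 in edgeR) or replicate 1 of the single culture of strain 12 (285), and DESeq2 on all libraries gave 6. These counts leave a real difference of the strains open.

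The gene lists were tested for the same difference. The Table 1 targets rose more in strain 11 by a median of 1.98, 1.31 and 1.30 on the log2 scale at 12, 20 and 30 h, and the 7 genes of the cell damage list by 1.98, 0.96 and 1.28. Both lists passed camera, fry and the estimated correlation at each time. Both lie within Table 1, which was chosen on these libraries for a rise in strain 11 only. A larger rise in strain 11 was thus part of the choice, and these tests are not independent evidence for it. The 2 retrotransposon genes tested showed a difference of -4.72 at 30 h (camera, adjusted p = 0.0458), which was lost in fry (0.0939) and with an estimated correlation (0.260). That value depends on the prior count of the model, because strain 12 had no read of these genes in single culture. The targets also rose in strain 12, which may come from strain 11 cells in the sorted strain 12 fraction. Their rise would need a median of 30.6% of strain 11 RNA at 20 h (30.6, 50.0 and 24.3% in the 3 libraries) and 14.2% at 30 h (31.2, 7.23 and 14.2%). PHM7, a gene high in strain 11, allows at most 28.1 to 42.4% at 20 h, depending on the library, and 32.0, 16.3 and 19.4% at 30 h, if all its reads in strain 12 came from strain 11. The reads of 3 retrotransposon genes, as marker of strain 11, give shares of 18.5, 9.29 and 26.3% at 20 h and 17.5, 0 and 49.3% at 30 h. These are below the needed share in 2 of the 3 libraries at each time, but rest on 0 to 6 reads per library, and the 0 in replicate 2 at 30 h still allows 10.3% against the higher level in the single cultures, above the 7.23% needed there. The needed share was above the PHM7 limit in replicates 1 and 2 at 20 h, but below it in replicate 3 and in every library at 30 h. Cells of strain 11 and a response of strain 12 itself thus cannot be told apart. Of the 10 splits of the 6 libraries, 1, the real one, gave the smallest camera p for the targets in strain 11 at each time and in strain 12 at 20 and 30 h. For strain 12 at 12 h, 3 did as well or better, the real one included. Other splits also gave small p from camera, down to 3.5e-09 in strain 11 at 30 h. A design of 3 against 3 cannot go under 1 of 10, so chance cannot be excluded this way.

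The single genes with a different response of the strains at 20 or 30 h were PRM10, DAL5 and SSU1. At 20 h the difference was 3.57 for PRM10 and -2.46 for DAL5 (adjusted p = 0.0176 for both, edgeR). PRM10 passed the threshold between cultures only in strain 11, and its coordinates overlap those of YJL107C on the same strand. DAL5 was 2140 ± 496 CPM in single and 600 ± 128 in mixed culture in strain 11, and 352 ± 106 and 536 ± 52.1 in strain 12. Only the count of genes was relabelled, and no explanation specific to PRM10 or DAL5 was tested.

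SSU1 was higher in strain 11 in the mixed than in the single culture, a change the paper does not report, with log2 fold changes of 2.59, 3.36 and 3.44 at 12, 20 and 30 h and a difference between the strains of 4.33 at 20 h and 4.18 at 30 h. The 12 and 30 h changes were lost in limma on log2(RPKM + 0.1) (adjusted p = 0.171 and 0.103), and the 20 h change without replicate 2 or 3 of the single culture (0.0575 and 0.0727, edgeR). A candidate explanation is a share of strain 12 cells in the sorted strain 11 fraction, since SSU1 is abundant in strain 12. It would take a median of 6.83% of strain 12 RNA over the 9 libraries. YHB1, also abundant in strain 12, implies a median of 9.11%. By library the shares of the 2 genes were not alike. They were 20.5% for SSU1 and -1.37% for YHB1 in replicate 3 at 20 h and 24.6 and 3.72% in replicate 3 at 30 h, and in replicate 1 at 30 h the share from SSU1 was over 2 times the 22.0% from YHB1. These libraries held 6 to 26 reads of each gene. The spread goes against a single share for both genes there, but the reads are few. OPT2 implies a negative median over the 9 libraries, and -17.9% at 12 h, where it fell in strain 11. OPT2 also fell in strain 12 at 12 h, so its own regulation can hide such a share. Cells of strain 12 and an induction of SSU1 in strain 11 cannot be told apart, because only SSU1, or SSU1 and YHB1, could serve as markers. The 2 retrotransposon genes tested were lower in the mixed cultures of strain 11, by medians of -1.38, -1.42 and -1.55 (camera, adjusted p = 0.0539, 0.0229 and 0.0267). They passed in fry (0.00646, 0.0108 and 0.0113) but not with an estimated correlation (0.231, 0.183 and 0.192). Whether strain 12 RNA or their own regulation lowers them was not tested.

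INO1 (5.60 at 12 h) and NCW2 (5.38 at 20 h and 4.92 at 30 h) had the largest rises in strain 11, and RPA135 (2.11 at 12 h) and NCW2 (5.80 at 20 h and 4.29 at 30 h) in strain 12. The paper does not discuss INO1, RPA135 or NCW2. INO1, RPA135 and NCW2 in strain 11, and NCW2 in strain 12 at 20 h, stayed past the threshold under every alternative and with each library left out. In mixed culture strain 12 against strain 11 gave -3.49 for INO1 at 12 h, and -0.65 (adjusted p = 0.633, edgeR) and -1.88 (adjusted p = 0.0120, edgeR) for NCW2 at 20 and 30 h. Strain 12 was thus not higher for either gene, though the 20 h difference did not pass the threshold. NCW2 in strain 12 may come from strain 11 cells. At 20 h this would need a median of 56.1% of strain 11 RNA (56.1, 82.6 and 51.3% in the 3 libraries), above the limit set by PHM7 in every library, which argues against such cells as the whole cause. At 30 h it would need 13.1% (55.2, 13.1 and 6.61%), below that limit in 2 of the 3 libraries, so both remain open there. A rise of NCW2 in both strains at 20 h, as a response to the mixed culture, is the hypothesis that the tests leave open. No technical explanation specific to INO1 or RPA135 was tested.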

How the results depend on the processing

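The alternatives were set before the data were examined, except the correction for GC content and coding length, the leaving out of libraries for interactions and totals, limma for the interactions, the GO set and the markers by mean CPM, which were chosen after the data were seen. The cause of a change was not tested except where the number of libraries or genes is itself the alternative. Counts are of differentially expressed genes, and a count is taken as moved when it changed by over 1.5 times.

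With RLE factors (31 results), exon counts (18), a log2 fold change of at least 1 (26) and without retrotransposon genes (10), no count moved. With the replicate number as a block, none of 46 results moved. In the comparison where the numbers pair the samples, strain 12 against strain 11 in single culture at 12 h, the block gave 38 genes, as without it. Where the numbers do not pair the samples, the block brought SED1 in mixed culture at 20 h (1.47, adjusted p = 0.0195, edgeR) and CRZ1 in strain 12 at 20 h (1.62, adjusted p = 0.0489, edgeR) past the threshold.

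DESeq2 moved 8 counts. It gave 116 genes in strain 12 between cultures at 20 h and 229 at any time, 27 and 88 between strains in mixed culture at 20 and 30 h, 12 there at all times, 6 and 6 in the response differences between strains at 20 and 30 h, and 10 Table 1 genes in strain 12 at 20 h. It shared 287 of the 316, 170 of the 183 and 127 of the 140 genes of strain 11.

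Without a filter on low counts 12 counts moved. They were 80 and 22 in strain 12 at 20 and 30 h and 2 at all times; 35 and 32 between strains in single culture at 20 and 30 h and 94 at any time; 22 and 50 in mixed culture at 20 and 30 h; 5 and 23 in the response differences at 20 and 30 h; and 10 and 2 Table 1 genes in strain 12 at 20 and 30 h.

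Fitted on the 6 libraries of each comparison, 15 counts moved. Strain 11 had 569 genes at 12 h and 85 at 30 h. Strain 12 had 21, 123 and 2 at 12, 20 and 30 h and 0 at all times. Between strains there were 15 and 10 in single culture at 12 and 20 h and 33 at any time, and 342, 101 and 13 in mixed culture, 395 at any time and 10 at all times. Table 1 genes in strain 12 at 20 h were 10.

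On log2(RPKM + 1) limma moved 19 counts. It gave 140 genes in strain 11 at 12 h and 21 at all times, 33 and 1 in strain 12 at 12 and 30 h and 0 at all times, and 21, 56 and 12 between strains in single culture. In mixed culture it gave 102, 0 (287 at an unadjusted p under 0.05) and 5, 105 at any time and 0 at all times, and 13 Table 1 genes in strain 11 at 12 h. On log2(RPKM + 0.1) it moved 23 counts. Among them were 119 and 78 in strain 11 at 12 and 30 h, 314 at any time and 14 at all times; 32 and 0 (327 unadjusted) in strain 12 at 12 and 30 h, 80 at any time and 0 at all times; 22, 58 and 11 in single culture; 87, 0 (286 unadjusted) and 7 in mixed culture, 92 at any time and 0 at all times; and 12 and 16 Table 1 genes in strain 11 at 12 and 30 h. Where limma gave 0, edgeR gave 8 and 7 and DESeq2 8 and 27. In the response differences between strains, limma on the 2 scales gave 28 and 22 genes at 12 h, 1 and 0 (351 unadjusted) at 20 h, and 0 and 0 (321 and 311 unadjusted) at 30 h. Between times in strain 11 it gave 51 and 53 for 20 h and 42 and 37 for 30 h. All of these 10 counts moved and are included above. In simulated counts for strain 11 at 20 h, 19.8% of the genes found by limma on log2(RPKM + 1) were false, against 0% for strain 11 at 12 h and for the strains in single culture at 12 h.

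The correction for GC content and coding length moved 4 counts, to 15 in strain 12 at 30 h, 13 in mixed culture between strains at 20 h, and 1 and 1 Table 1 genes in strain 12 at 12 and 30 h. The cell wall set in single culture at 12 h was lost in fry (adjusted p = 0.0647) and with an estimated correlation (0.0800), against 0.00247 in camera. The cell wall enrichment in mixed culture was lost with only genes higher in strain 12 (Fisher's exact test, one-sided, p = 0.204) but passed in these genes with the GO set (p = 0.0162), as did that in single culture with the GO set in both directions (p = 0.0323). Each of these 2 values with the GO set rests on 1 gene, TIP1 in mixed and CWP1 in single culture. Strain 12 markers were 1 at a limit of 1 per 20 and 2 by mean CPM.

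With each library left out in turn, 101 counts moved and 211 did not. Fewer libraries also mean less power. Strain 11 had 175 to 255 genes at 12 h, 90 to 157 at 20 h and 33 to 191 at 30 h, 345 to 504 at any time and 22 to 54 at all times. Strain 12 had 31 to 114, 6 to 44 and 1 to 16, 77 to 168 at any time and 0 to 1 at all times. Between strains there were 25 to 43, 8 to 20 and 9 to 22 in single culture, 47 to 65 at any time and 3 to 7 at all times, and 83 to 162, 0 to 12 and 5 to 58 in mixed culture, 93 to 218 at any time and 0 to 6 at all times. The response differences gave 16 to 49, 0 to 3 and 0 to 2 between strains, and 58 to 90 and 43 to 115 between times in strain 11. Table 1 genes were 20 to 23, 23 to 27 and 15 to 27 in strain 11 and 0 to 1, 0 to 6 and 0 to 2 in strain 12. Among the 269 values of named genes, 3719 of the 3984 alternatives and left-out libraries kept the side of the threshold and the direction, 212 lost the call, 53 gained one and 0 reversed.

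In simulated counts for strain 11, edgeR recovered 49%, 33% and 34.5% of the changed genes at 12, 20 and 30 h.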

Differences from the paper's values

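A count or p is taken as near the paper's when neither is over 1.5 times the other, and a log2 fold change when it lies within 1 standard error of the paper's value. This is a limit set for the comparison and does not mean equal values.

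For strain 12 between cultures at any time the paper gives 32 genes, and 140 were found here; none of the alternatives set before the data were examined (80 to 229) comes near the paper's value. For strain 11 the paper gives 50 genes at 20 h and 45 at 30 h, against 183 and 140 here. No alternative other than leaving out a library comes near either (181 to 235 and 78 to 155 among those set before). With a library left out the counts are 90 to 157 at 20 h, none near, and 33 to 191 at 30 h, where only the 33 genes without replicate 2 of the mixed culture are near. For strain 12 the paper gives 8, 17 and 16 genes at 12, 20 and 30 h, against 95, 47 and 8 here. At 12 h no alternative comes near the paper's value (21 to 121). At 20 h none of the other alternatives set before does (44 to 123), nor does the GC and length correction (43), but leaving out replicate 1, 2 or 3 of the single culture (12, 15 and 19 genes) or replicate 1 of the mixed culture (18) does. At 30 h no filter (22) and leaving out replicate 2 or 3 of the mixed culture (13 and 16) come near the paper's 16, and the others set before do not. The GC and length correction, chosen after seeing the values, gives 15 there; which genes the paper counts is not listed in its text, and in strain 11 this correction finds 25, 27 and 25 genes of Table 1 at 12, 20 and 30 h, against 26, 27 and 25 without it.

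At all 3 times in strain 11 the paper gives 22 genes, against 41 here, and limma on log2(RPKM + 1) gives 21; the other alternatives set before differ. Leaving out a library, chosen for this total after seeing the values, gives 32 without replicate 1 of the mixed culture at 12 h, 33 without replicate 1 of the single culture at 20 h or 2 of the single culture at 30 h, and 22 without replicate 2 of the mixed culture at 30 h. At the time of the library left out these find 21, 23, 20 and 15 genes of Table 1, against 26, 27, 25 and 25 with all libraries. Between the strains in mixed culture the paper gives 412 genes at any time and 3 at all times, against 196 and 6 here. The fit on the 6 libraries of each comparison gives 395 at any time; the others differ, and none of the settings other than leaving out a library (0 to 12) comes near the paper's 3. Leaving out a library, chosen for this total after seeing the values, does: 3 genes without replicate 3 of strain 11 (which drops YHB1) or replicate 1 or 3 of strain 12 at 20 h, and without replicate 2 of strain 11 or of strain 12 at 30 h (each drops SSU1), and 4 without replicate 2 of strain 12 at 20 h or 3 of strain 11 at 30 h, where SSU1, YHB1 and OPT2 are all kept. In single culture the paper gives 18 genes at all times, 13 of them retrotransposon genes, against 7 and 2 here. The alternatives set before (5 to 7 and 0 to 2) do not come near either, and with a library left out, chosen for this total after seeing the values, there are 3 to 7 genes at all times, which is not near. The paper lists 28 genes higher in strain 11 at 2 or more times and not changed in strain 12, against 67 here by the same wording; limma on log2(RPKM + 0.1) gives 42 and the other settings differ.

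Values read by eye are compared next. In single culture the figure shows about 65 genes at 12 h and about 36 at 30 h in Fig. 2C, read by eye, against 38 and 19 here, and the counts without a filter (49 and 32) come near them. In mixed culture it shows about 390, about 28 and about 7 at 12, 20 and 30 h in Fig. 2D, read by eye, against 185, 7 and 33. The fit on 6 libraries (342) comes near the first, DESeq2 (27) and no filter (22) near the second, and limma on log2(RPKM + 1) (5) and on log2(RPKM + 0.1) (7), and leaving out replicate 2 of strain 11 or of strain 12 (5 each), near the third. At 2 or more times the figures show about 27 in single culture in Fig. 2C, read by eye, against 12, which no setting comes near (8 to 15). In mixed culture it is about 13 in Fig. 2D, read by eye, against 23, which no other setting comes near (2 to 51). It is near when 1 library of the mixed culture is left out: replicate 1 or 2 of strain 11 at 12 h (17 and 19), replicate 2 or 3 of strain 12 at 12 h (18 and 18), replicate 3 of strain 11 or 1 of strain 12 at 20 h (19 and 19), and replicate 3 of strain 11 or replicate 2 or 3 of strain 12 at 30 h (16, 9 and 12).

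For the cell wall enrichment in mixed culture the paper's supplement gives 0.0022, a false discovery rate over categories in a Genemania network, and the value here is 0.00947, an unadjusted p of 1 set (Fisher's exact test, one-sided), so the values are not the same quantity. Only genes higher in strain 12 gives 0.204, and 0.0162 with the added GO set, which differ too. The added GO set, chosen after seeing the values, gives 0.00164, and of the 3 cell surface genes the paper names SED1 and TIP1 are in it and BSC1 is not, nor is BSC1 in the set of 173 genes; of the 4 cell wall genes found here it drops YPS1 and PUN1. The paper's text gives 78 M reads per strain, against 2.95 M reads counted on exons for strain 11 and 2.88 M for strain 12 here (2979312 and 2906262 reads on genes), with no alternative for this value.

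In Table 1 the paper gives log2 fold changes of strain 11 between cultures, 69 of which were compared. All have the same sign, 44 lie within 1 standard error and 25 do not, 24 of them lower here, with a median difference of -0.31 over all. At 12 h the paper's value and the one here are 2.8 and 2.20 for ADI1, 1.7 and 1.20 for AIM17, 3.2 and 2.76 for CMK2, 3.4 and 2.66 for FET4, 3.2 and 2.74 for HAL5, 1.7 and 1.18 for HSP150 and 1.6 and 1.13 for PST1, all of which come within the paper's value in limma on both scales and in no other fit. The value comes within it also without 1 library of the single culture: replicate 1 or 3 for ADI1 and CMK2, 2 for AIM17, FET4 and HAL5, and 3 for HSP150. BAG7 is 3.5 in the paper and 2.65 here, and comes within it only in limma on log2(RPKM + 0.1). The paper's 2.1 for CRZ1, 1.5 for IPT1, 2.4 for PEP12, 3.4 for PMC1 and 2.3 for MNN14, against 1.38, 0.98, 1.83, 2.90 and 1.82 here, are within no setting's standard error. DIA1 is 4.1 in the paper and 3.39 here, within it only without replicate 3 of the single culture. PHO84 is 3.2 in the paper and 2.68 here, within it in DESeq2, the 6 libraries, both limma fits, exon counts, and without replicate 3 of the single or 1 or 3 of the mixed culture. RCN2 is 2.9 and 2.46, within it in the 6 libraries, both limma fits, and without replicate 2 of the single or 3 of the mixed culture. ROG3 is 2.2 and 1.71, within it in the 6 libraries, both limma fits, exon counts, and without replicate 3 of the single or 1 or 3 of the mixed culture.

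At 20 h the paper's value and the one here are 2.3 and 1.67 for CRZ1 (within it only without replicate 3 of the single or 2 of the mixed culture), 2.9 and 3.35 for GYP7 (only without replicate 2 or 3 of the single or 1 or 3 of the mixed culture and, chosen after seeing the values, with the GC and length correction, 3.13, which finds 27 genes of Table 1 at 20 h, as without it), 2.6 and 1.26 for PHO84 (only without replicate 3 of the single culture, 2.35), and 1.9 and 1.59 for PMC1 (within it in every fit but the replicate block, and without replicate 1 or 2 of the single or 2 or 3 of the mixed culture). At 30 h they are 2.8 and 2.08 for ADH6 (only without replicate 3 of the single or 1 of the mixed culture), 4.8 and 4.15 for DIA1 (DESeq2, both limma fits, and without replicate 3 of the single or 1 or 3 of the mixed culture), 2.3 and 1.76 for MNN14 (only without replicate 2 of the single or 1 of the mixed culture) and 2.6 and 1.93 for YPS3 (both limma fits, and without replicate 1 of the single or of the mixed culture).

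Table 1 leaves 15 values blank, 11 of which passed the threshold here: GYP7 at 12 h (4.02) and ADI1, BAG7, CRZ1, HAL5, HSP150, PEP12, PLB1, PMC1, PST1 and SNZ1 at 30 h. Of the values it gives, 2 did not pass here: IPT1 at 12 h, which passes in DESeq2 (adjusted p = 0.0362) and in edgeR on the 6 libraries (0.00577), and PHO84 at 20 h, which passes in edgeR only without replicate 3 of the single culture (0.0439). The paper takes the genes of the table as unchanged in strain 12; here CAR1, CMK2, GYP7 and PST1 passed the threshold in strain 12 at 20 h. The text and the marks of Table 1 differ by 1 in the number of targets, and the 20 marked genes were used here.

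Fig. 2 shows BSC1 at 12 and 20 h, SED1 at 20 and 30 h and TIP1 at 30 h as different between the strains in mixed culture. Here TIP1 passed at all 3 times and BSC1 at 12 h. BSC1 at 20 h has an adjusted p of 0.0701 in edgeR and passes without a filter (0.00946) and, chosen after seeing the values, with the GC and length correction in edgeR (0.0437). SED1 passed at no time; at 20 h it is 1.46 (adjusted p = 0.0586, edgeR), and passes in DESeq2 (0.0215), without a filter (0.000471), on the 6 libraries, with the replicate block (0.0195) and, chosen after seeing the values, with the GC and length correction (0.0304). The paper calls these genes upregulated in the dominant strain in co-culture; between mixed and single culture of strain 12 at 20 h they were 1.12 for BSC1, 0.41 for SED1 and -0.43 for TIP1, none past the threshold. The genes found at all times in mixed culture here include TIP1, PHM7 and PMC1. The paper describes the genes changed at all times in strain 11 as all upregulated; here 40 of 41 rose and MNN4 fell. It describes most genes in mixed culture as higher in the non-dominant strain; here these were 123 of 185 at 12 h, 24 of 33 at 30 h and 2 of 7 at 20 h.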

Other observations

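In this part, the correction for GC content and coding length and the thinning library by library were chosen after the result was seen; the other tests were set before.

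For each of the 12 comparisons the 6 libraries were also split in every other way into 3 and 3, each split fitted on those 6 libraries. The real split gave the most genes in 11 comparisons, that is, 1 of 10 splits gave as many. In single culture at 20 h, 2 of 10 did, with 10 genes each. The largest count of any other split was 1 in mixed culture at 30 h and 0 elsewhere. In single culture at 12 h, where the numbers pair the samples, no split that parts all 3 pairs gave a gene other than the real one. A share of 1 of 10 is the lowest this design can give, so these splits cannot exclude chance for a single comparison, nor do they speak for it. Over the 3 times together, 1 of 100 relabellings, the real one, gave as many genes in each of the 4 totals. The largest other counts were 370 beside 472 in strain 11, 113 beside 140 in strain 12, 41 beside 59 between strains in single and 161 beside 196 in mixed culture. These relabellings drew each time on its own. The paper's methods describe sampling a fermentation at 3 phases, so libraries of different times can come from the same culture. With the culture as the unit only 10 splits exist, so the relabellings cannot exclude chance for the totals.

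Strain 11 had more differentially expressed genes between cultures at 12 h (316) than at 20 h (183) and 30 h (140). With each 12 h library thinned to the median depth of the 20 h ones, the median over 10 draws was 184.5 genes (171 to 202), and with each thinned to the depth of a 20 h library of the same rank in its culture it was 186 (168 to 205), so depth could account for that step and remains open. At the median depth of 30 h the median was 214 (195 to 224), and library by library 209 (183 to 226), all above 140, which argues against depth as the whole cause of the step to 30 h. With all 12 libraries of a time thinned to one depth, strain 11 had 248, 88.5 and 91.5 genes at 12, 20 and 30 h and strain 12 had 68, 14 and 3.5, so depth is not the whole cause of the larger count in strain 11. After the correction for GC content and coding length, 92.4% of the matched genes of strain 11 at 12 h (280 of 303) were kept, which argues against that trend as the whole cause. A stronger response of strain 11 stays open. The interaction test gave 43 genes at 12 h, 40 with the larger value in strain 11, but whether chance gives such counts was not decided. Unknown differences between the cultures' samples also stay open and were not tested.

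Genes that rose in strain 11 in mixed culture at 12 h tended to be lower in strain 12 against strain 11 in mixed culture, with a correlation over genes of -0.562. Both comparisons use the same mixed libraries of strain 11, and 20 simulated sets without any change gave -0.522 to -0.470 (median -0.501). The simulation drew each gene on its own, so it leaves out variation of a library that many genes share, and its range may be too narrow. Shared libraries alone thus gave most of this correlation, and whether they give all of it was not decided.

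The deviations of equally numbered libraries of the strains correlated in single culture at 12 h. After thinning to 133279 reads and without the 10 most abundant genes the correlations were 0.241, 0.194 and 0.215, which argues against depth or a few genes as the cause. What the numbers share was not tested further.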
